# Integrated Expression Profiling and Genome-Wide Analysis of ChREBP Targets Reveals the Dual Role for ChREBP in Glucose-Regulated Gene Expression

**DOI:** 10.1371/journal.pone.0022544

**Published:** 2011-07-21

**Authors:** Yun-Seung Jeong, Deokhoon Kim, Yong Seok Lee, Ha-Jung Kim, Jung-Youn Han, Seung-Soon Im, Hansook Kim Chong, Je-Keun Kwon, Yun-Ho Cho, Woo Kyung Kim, Timothy F. Osborne, Jay D. Horton, Hee-Sook Jun, Yong-Ho Ahn, Sung-Min Ahn, Ji-Young Cha

## Abstract

The carbohydrate response element binding protein (ChREBP), a basic helix-loop-helix/leucine zipper transcription factor, plays a critical role in the control of lipogenesis in the liver. To identify the direct targets of ChREBP on a genome-wide scale and provide more insight into the mechanism by which ChREBP regulates glucose-responsive gene expression, we performed chromatin immunoprecipitation-sequencing and gene expression analysis. We identified 1153 ChREBP binding sites and 783 target genes using the chromatin from HepG2, a human hepatocellular carcinoma cell line. A motif search revealed a refined consensus sequence (CABGTG-nnCnG-nGnSTG) to better represent critical elements of a functional ChREBP binding sequence. Gene ontology analysis shows that ChREBP target genes are particularly associated with lipid, fatty acid and steroid metabolism. In addition, other functional gene clusters related to transport, development and cell motility are significantly enriched. Gene set enrichment analysis reveals that ChREBP target genes are highly correlated with genes regulated by high glucose, providing a functional relevance to the genome-wide binding study. Furthermore, we have demonstrated that ChREBP may function as a transcriptional repressor as well as an activator.

## Introduction

Glucose is a vital energy nutrient that provides carbon for biosynthetic reactions and ATP for energy. Most organisms have evolved diverse and sophisticated mechanisms for sensing glucose and using it efficiently, including mechanisms for glucose-dependent regulation of gene transcription. In mammals, the molecular basis of glucose-regulated gene transcription was revealed by the discovery and characterization of the carbohydrate response element binding protein (ChREBP, MondoB and WBSCR14), which is a glucose-responsive transcription factor [1], [2].

ChREBP is a basic helix-loop-helix leucine zipper transcription factor, mediating glucose-regulated gene transcription. Upon activation by glucose, ChREBP, whose expression is most prominent in the liver, translocates from the cytosol into the nucleus [3]. In the nucleus, ChREBP forms a heterodimer with Max-like protein X (Mlx) to bind to the carbohydrate response element (ChoRE) for transcriptional regulation of its target genes [4], [5], [6]. ChREBP plays a critical role in hepatic lipogenesis in response to high carbohydrate diet, converting excess glucose to storage lipid. In ChREBP null mice, glycolytic and lipogenic genes are not induced by high carbohydrate diet, leading to reduced lipogenesis [7]. Loss of ChREBP in leptin-null *ob/ob* mice alleviates obesity and corrects hepatic steatosis [8], [9].

To fully understand the molecular basis of glucose-regulated gene transcription mediated by ChREBP, it is essential to identify ChREBP target genes and their roles. It is known that ChREBP regulates various enzymes involved in glycolysis and lipogenesis such as pyruvate kinase, liver and RBC (PKLR), acetyl-CoA carboxylase and fatty acid synthase (FASN) [10], [11]. The full transcriptional regulatory circuitry of ChREBP, however, is yet to be understood. In the present study, we aimed to identify ChREBP target genes and their roles on a genome-wide scale using chromatin immunoprecipitation combined with massively parallel sequencing technology (ChIP-seq) and gene expression analysis [12], [13].

## Results

### Identification and characterization of ChREBP binding sites using ChIP-seq analysis

To identify the complete repertoire of ChREBP target genes, we treated HepG2 cells with 25 mM glucose for 8 h. This experimental condition was determined by time course experiments that measured the expression level changes of known ChREBP target genes in response to 25 mM glucose (Figure S1). Following initial testing of chromatin quality and ChIP efficiency by ChIP-quantitative real-time PCR (ChIP-qPCR, data not shown), ChIPed DNA and its control DNA were subjected to deep sequencing. We obtained a total of 6,679,066 36-nucleotide sequence tags from ChIPed DNA, and 5,992,478 sequence tags from the control, which were uniquely mapped to the reference genome, respectively.

ChREBP binding sites and their associated genes were identified using PeakFinder [14] and CisGenome [15]. We identified a total of 1153 ChREBP binding sites with an average width of 398 bp (Figure 1A). We searched for the peak proximal genes (<20 kb on both sides) and identified total 783 nearest genes. Additional information on the peak locations and their nearest genes is provided in Table S1. We categorized ChREBP binding sites based on their relative positions to the nearest genes using the University of California at Santa Cruz genome annotation database for the human genome (hg18, Build 36.1) [16]. According to our analysis, 16% of ChREBP binding sites were located within promoters and 13% of ChREBP binding sites were located within 2 kb upstream region of the transcription start site (TSS) of annotated genes (Figure 1B). A large proportion (38%) of ChREBP binding sites was located within intergenic regions. Approximately 26% of peaks were localized within introns; 15% of peaks were localized to the first or second introns. The remaining sites were distributed mostly within 5′ UTRs (14%) with very few located in 3′ UTRs (1%) and exons (5%). A similar genome-wide distribution pattern was found in ChIP-Seq data for the transcription factors STAT1, CTCF and NRSF [17]. A histogram of ChREBP binding sites located within the genomic regions 20 kb downstream or upstream relative to annotated TSSs shows clearly that most of the ChREBP binding sites are enriched around the TSSs (Figure 1C).

**Figure 1:**
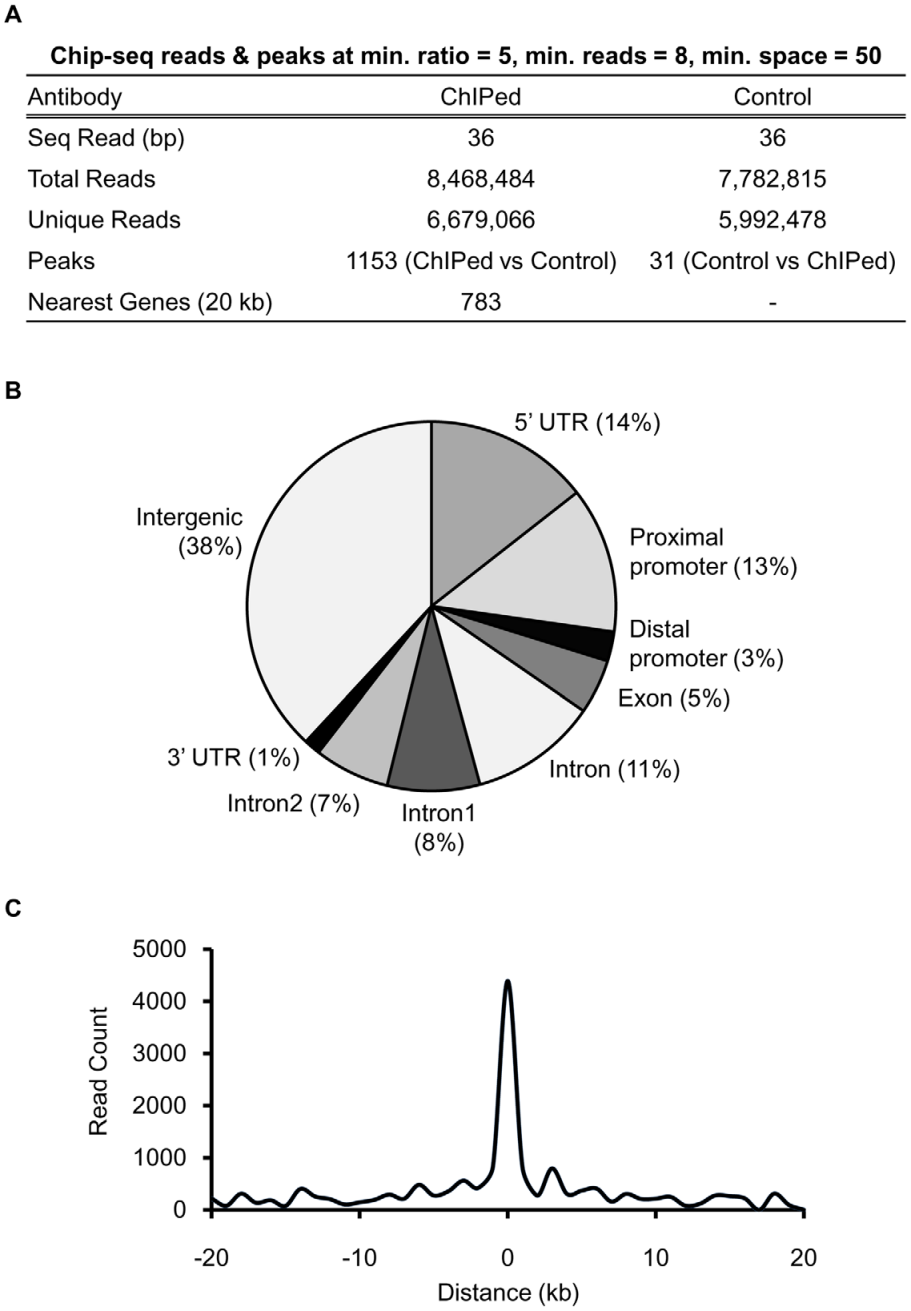
ChIP-seq analysis for ChREBP–DNA binding in human liver cells, HepG2. (A) Summary of peak analysis. (B) Location of ChREBP binding peaks relative to known genes. The proximal and distal promoters are defined as 2 kb and 5 kb of 5′-flanking DNA, respectively. The majority of sites (38%) are located within an intergenic region; 16% are located in promoter regions. (C) Peak distance relative to TSS of the closest gene. Negative distances indicate regions upstream of TSSs; positive distances indicate regions downstream of TSSs. Note that only the region around the TSS is shown.

### Confirmation of identified ChREBP binding sites

ChREBP binding sites of representative ChREBP target genes, PKLR [7], and thioredoxin interacting protein (TXNIP) [18] were presented in Figure 2A and 2B. The vertical axis is the tag count of overlapping mapped sequence reads at each nucleotide position while peaks correspond to regions of DNA putatively bound by ChREBP in HepG2 cells. To validate ChREBP binding sites identified from ChIP-seq analysis, we performed ChIP-qPCR using primers designed specifically for the ChREBP binding sites. We first validated the enrichment of seven peak regions located in six known ChREBP target genes: PKLR, TXNIP, basic helix-loop-helix containing class E40 (bHLHE40) [19], FASN [7], Mid1 interacting protein 1 [20], and glyceraldehyde-3-phosphate dehydrogenase (Figure 2C and S2). ChIP-qPCR analysis confirmed that the ChREBP binding sites are enriched in ChIPed DNA with the greatest enrichment observed at the TXNIP promoter (532-fold). To further validate novel ChREBP binding sites, we randomly selected 37 binding regions of variable peak intensity for ChIP-qPCR (Figure S2). All of the sites showed at least 6-fold enrichment with ChREBP antibodies relative to normal IgG, regardless of their relative locations to genes (promoter, intron, exon, or intergenic region). In addition, the enrichment of ChREBP binding sites in ChIPed DNA was significantly enhanced in high glucose conditions, indicating glucose affects the binding of ChREBP to DNA (Figure 3). Unexpectedly, ChREBP binding sites associated with endothelin converting enzyme 1 (ECE1), inhibin, beta E (INHBE) and branched chain ketoacid dehydrogenase kinase (BCKDK) genes showed more than 10-fold enrichment with ChREBP antibodies relative to normal IgG even under low glucose conditions.

**Figure 2:**
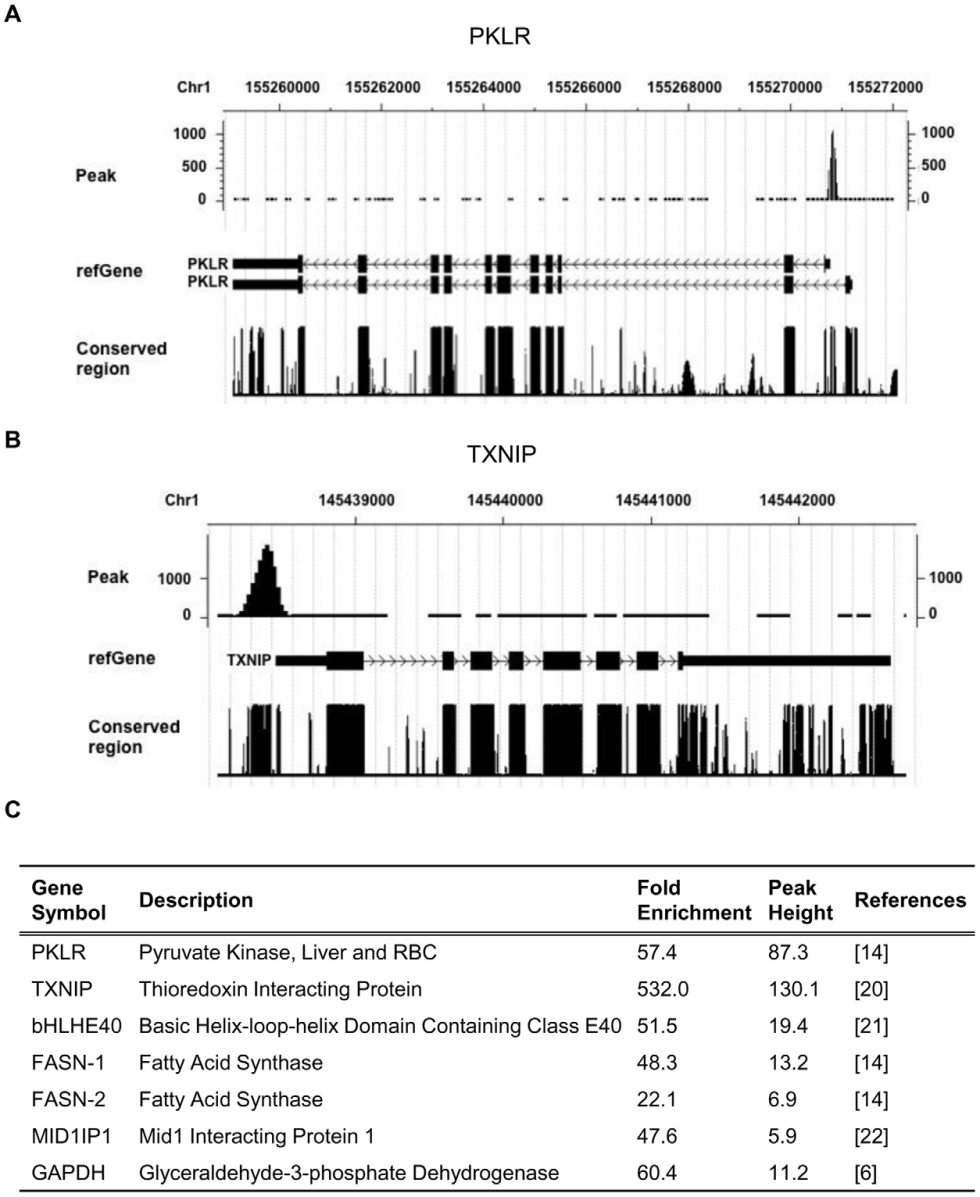
Characterization of ChREBP binding sites at selected gene loci. (A, B) CisGenome Browser screenshots of peaks associated with the PKLR and TXNIP genes. The *y*-axis shows the number of mapped tags. Annotations are from the UCSC Genome Browser. (C) Seven ChREBP binding sites in six target genes showing peak height and fold enrichment. ChIP-qPCR was performed to confirm the identified ChREBP binding sites. The fold enrichment is the fold increase for the signal from ChREBP ChIPed DNA relative to control IgG. Cyclophilin (Cyclo) and PKLR-4 kb were used as negative controls (0.98- and 1.2-fold enrichment, respectively).

**Figure 3:**
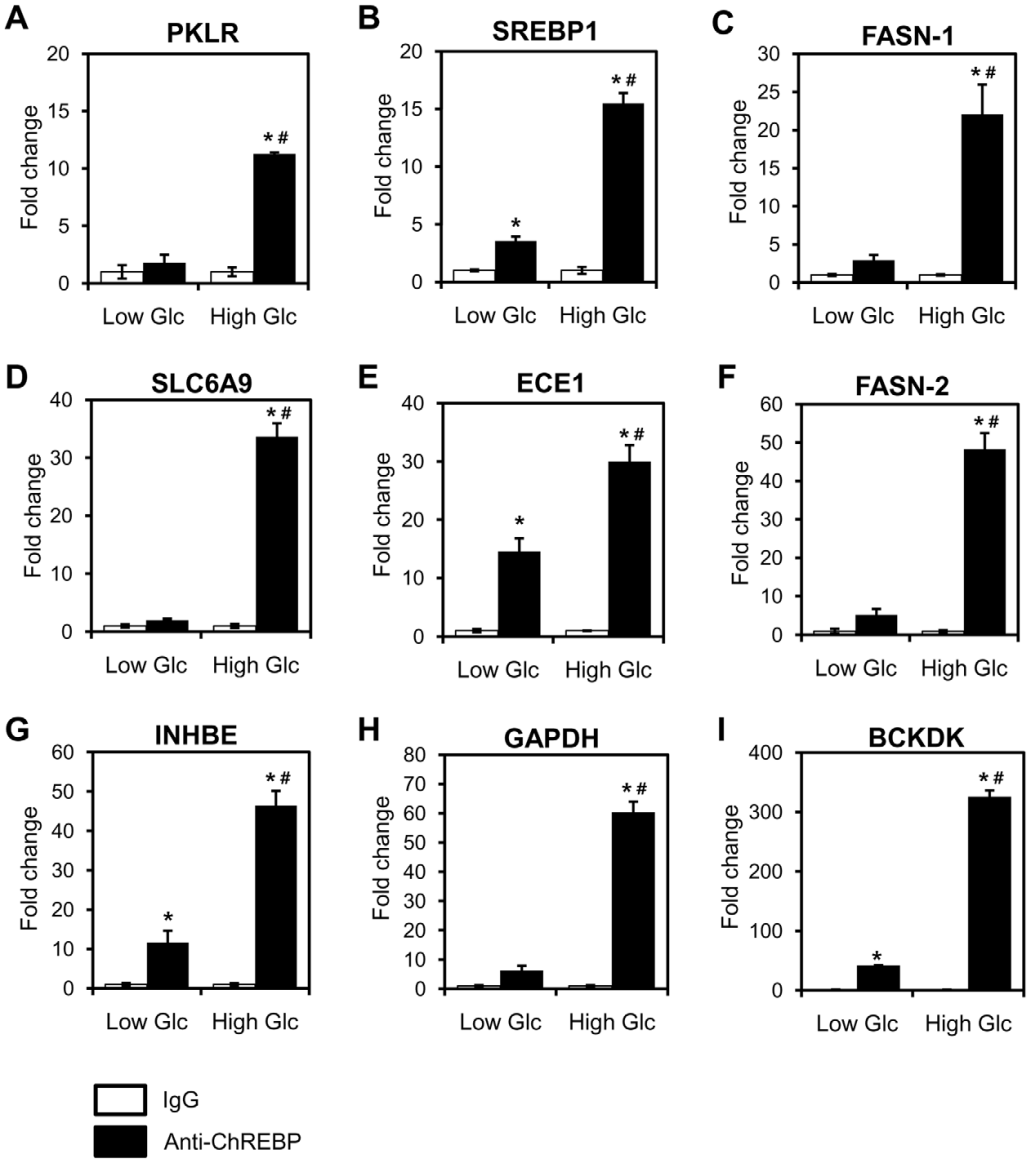
Effects of glucose on ChREBP binding. HepG2 cells were treated with low (2.7 mM) and high (25 mM) glucose for 8 h. Chromatin was isolated and fragmented, and ChIP was performed with control IgG or anti-ChREBP antibody. Validated primers for each gene were used for quantitative real-time PCR. The data presented as fold increase for the signal from anti-ChREBP relative to control IgG. The negative control, Cyclo, showed no enrichment (data not shown). Values represent the mean ± S.D. of three independent samples. *p<0.005 vs. IgG, #*p*<0.0001 vs. 2.7 mM glucose with anti-ChREBP.

### Identification of *cis*-regulatory motifs in the ChREBP binding sites

To search for enriched motifs in the peaks from the ChIP-seq dataset, we used the motif finding program W-ChIPMotifs [21] and MEME [22]. Perfect E-boxes (CACGTG, PWM score = 1) and the extended E-boxes (tCACGTGc, PWM score = 1, CACGTGaaCA, PWM score = 0.956), were identified in the ChREBP binding sites with strong enrichment (Figure 4A). Two novel ChREBP binding motifs were identified using MEME (Figure 4B). The first motif, termed as ChREBP binding motif 1 (ChBM1), is present in 901 peaks (78.9%, E = 3.9e^−106^, *p*<0.001). ChBM1 consists of a perfect E-box and an imperfect E-box separated by 5 nt (CABGTG-nnCnG-nGnSTG), resembling the ChoRE consensus sequence (CAYGNG-n5-CNCRTG) [6]. Figure 4C represents the number of ChBM1 sites per peak and approximately 54.6% of the ChREBP binding sites contain one or two ChBM1 motifs. When ChREBP binding sites were scanned with ChBM1 using a more stringent cutoff (*p<*0.0001), ChBM1-derived sequence (CACGTG GCCGG CGCGTG) was found to be present in 39.3% (453/1153, *p<*0.0001) of the 1153 peaks. The second motif, termed as ChREBP binding motif 2 (ChBM2, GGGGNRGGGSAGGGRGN) is present in 1152 peaks (99.9%, E = 1.2e^−281^). Sequence-wise, ChBM2 significantly differs from known ChREBP binding sites. Therefore, rather than being a direct binding site for ChREBP, ChBM2 may represent binding sites for ChREBP–associated proteins. TOMTOM analysis, which compares a novel motif with known DNA-binding motifs in TRANSFAC motif database [22], revealed that ChBM2 is matched to Sp1-binding motif with the highest probability [*p* = 1.2*e* ^−04^, false-discovery rate (FDR) = 0.042].

**Figure 4:**
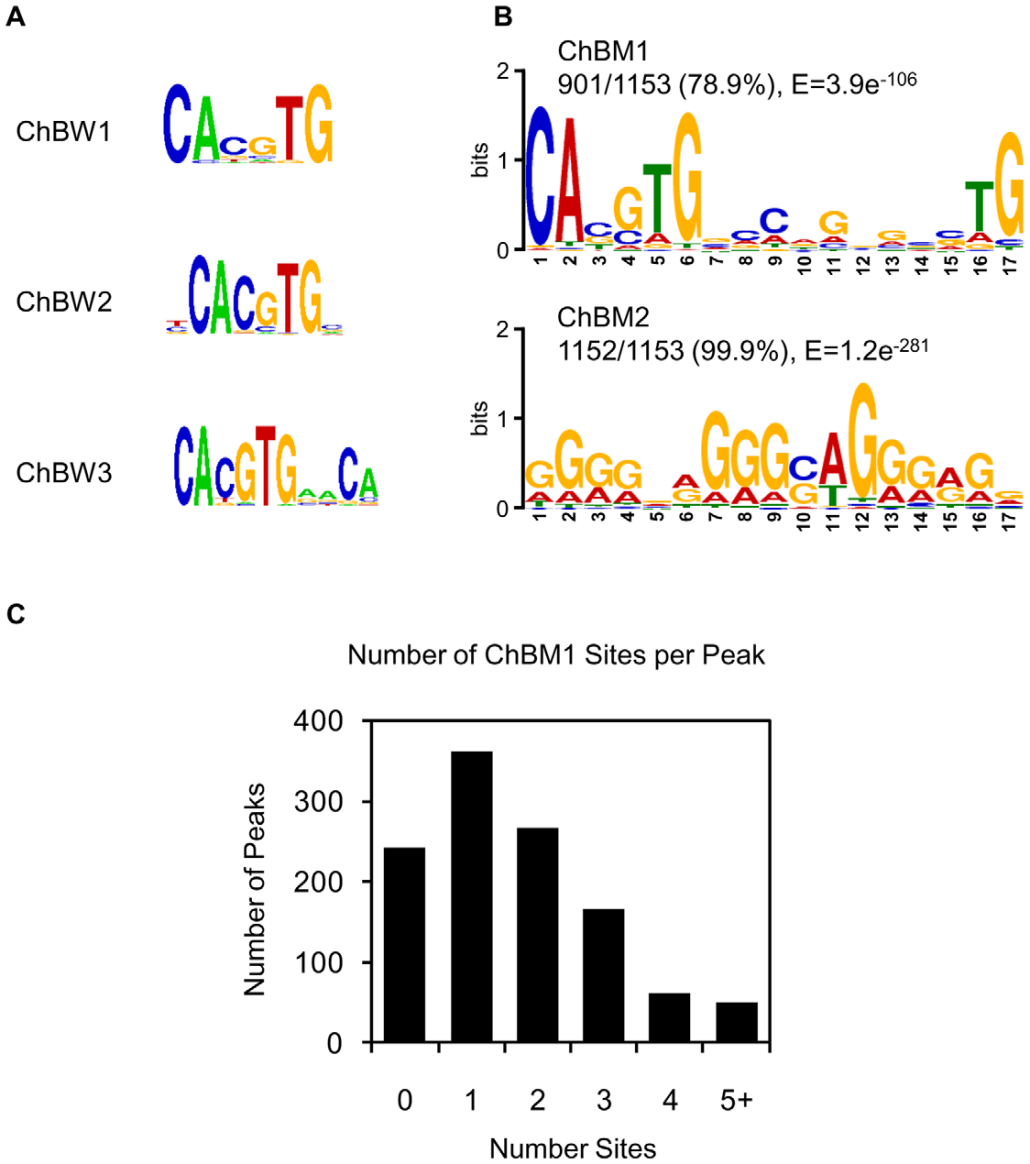
Enriched motifs in ChREBP binding sites in human liver DNA. The 1153 peak regions were analyzed for overrepresented motifs using W-ChIPMotifs (A) and MEME (B). The three and two top-scoring motifs from each analysis are shown. (C) Number of ChBM1 motifs in a peak identified by ChIP-seq (*p*<0.001).

To evaluate whether these two motifs, ChBM1 and ChBM2, were *bona fide* binding sites of ChREBP, we performed electrophoretic mobility shift assay (EMSA). HEK293 cells were transfected with expression vectors of ChREBP and heterodimer partner Mlx and nuclear extracts were prepared. Nuclear extracts were incubated with a radiolabeled oligonucleotide containing ChBM1 or ChBM2 sequence (Figure 5). The results showed that ChREBP/Mlx specifically binds to the ChBM1, but not to ChBM2. The binding of ChREBP/Mlx to ChBM1 was competitively inhibited by an excess of the corresponding unlabeled wild type ChBM1 oligonucleotide (Figure 5A, lane 6 and 7), but not by adding the ChBM2 and nuclear factor kappa B (NF-κB) (Figure 5A, lanes 8–11). The specificity of the ChREBP binding to ChBM1 was further confirmed by performing super-shift assay using antibodies that recognize ChREBP, as shown in Figure 5A, lane 12. As for ChBM2, no significant band shift was observed in comparison to that with vector nuclear lysates (Figure 5B, lanes 2–5). In addition, adding ChREBP-specific antibody had no effect on the migration of the band (Figure 5B, lane 10). Collectively, these findings indicate that ChREBP/Mlx binds to ChBM1, not to ChBM2, which reconciles with the predictions from motif analysis.

**Figure 5:**
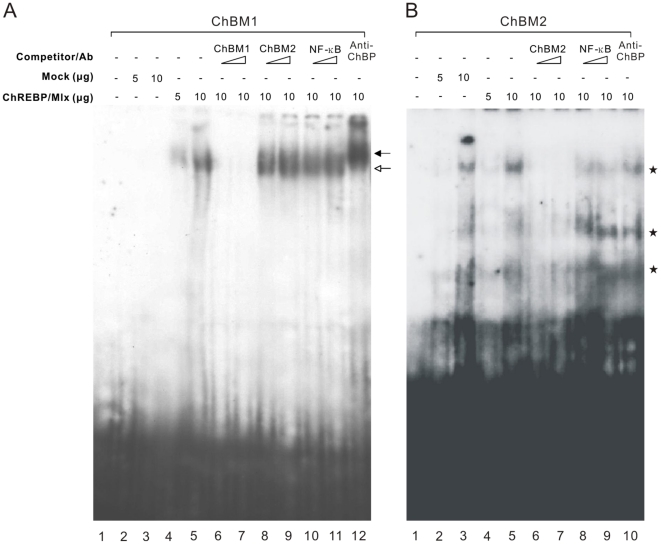
Validation of ChREBP/Mlx binding to two enriched motifs, ChBM1 and ChBM2. Electrophoretic mobility shift assays were performed with an oligonucleotide containing the ChBM1 (A) or ChBM2 (B) probe. All lanes contain the labeled probe, and lanes 2–12 contain 5 or 10 µg of HEK293 nuclear extract. Lanes 2 and 3 are HEK293 mock-transfected nuclear extract. The other lanes contain extract from HEK293 cells transfected with the ChREBP and Mlx expression plasmids. For competition assays, a 10- or 50-molar excess of various unlabeled competitor DNAs was added to the reaction mixture. Anti-ChREBP (Anti-ChBP, 0.6 µg) was added as indicated. The *white arrow* indicates the position of the ChREBP/Mlx complex. The *black arrow* indicates the position of the antibody-supershifted complexes. The *asterisks* indicate the position of background bands present in the control HEK293 cell nuclear extract.

### Pathway analysis of ChREBP targets genes

To investigate the functional relationship of 783 ChREBP target genes, the database for Annotation and Visualization, and the Integrated Discovery was used [23]. The pathways significantly enriched [*p*-value<0.05] for ChREBP target genes were summarized in Table 1. The pathway for lipid, fatty acid and steroid metabolism is most significantly enriched by 48 novel ChREBP target genes (*p* = 1.03*e* ^−4^), supporting the central role of ChREBP in lipid metabolism. Further investigation of ChREBP target genes involved in this pathway identified the key enzymes of gluconeogenic pathway, such as phosphoenolpyruvate carboxykinase (PEPCK) and glucose-6-phosphatase catalytic subunit (G6Pase). This result indicates that ChREBP may work as a dual regulator of lipogenesis and gluconeogenesis, which have a reciprocal relationship in response to glucose (Figure 6).

**Figure 6:**
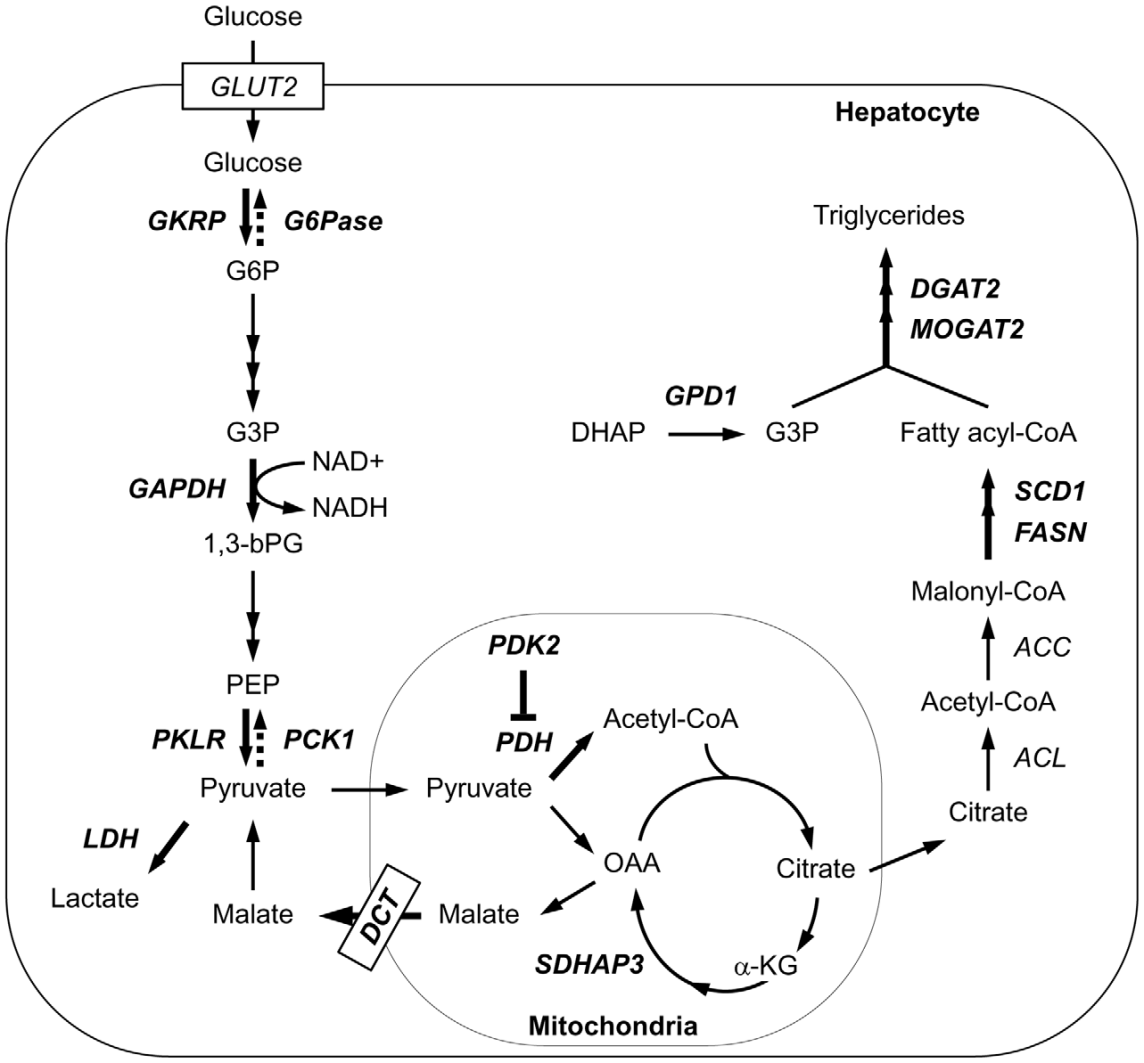
Genes identified as ChREBP targets in *De novo* lipogenesis pathway. A schematic of the *de novo* lipogenesis pathway is shown. Direct targets of ChREBP identified by ChIP-seq are indicated in *boldface* type. GKRP, glucokinase regulatory protein; G6Pase, glucose-6-phosphatase, catalytic subunit; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; PKLR, pyruvate kinase, liver and RBC; PCK1, phosphoenolpyruvate carboxykinase1; LDH, lactate dehydrogenase A; DCT, dicarboxylate transporter; PDK2, pyruvate dehydrogenase kinase isozyme2; PDH, pyruvate dehydrogenase; SDHAP3, succinate dehydrogenase complex, subunit A; FASN, fatty acid synthase; SCD1, stearoyl-CoA desaturase 1; GPD1, glycerol-3-phosphate dehydrogenase 1 (soluble); MOGAT2, monoacylglycerol O-acyltransferase 2; DGAT2, diacylglycerol O-acyltransferase homolog 2.

**Table 1:** Analysis of the nearest gene dataset by the DAVID gene ontology program.

Panther Category (Biological Processes)	Count	*p*-Value	FDR
BP00019:Lipid, fatty acid and steroid metabolism	53	1.03E-04	0.128
BP00141:Transport	73	2.59E-03	3.175
BP00287:Cell motility	26	3.00E-03	3.666
BP00063:Protein modification	60	2.61E-02	28.050
BP00027:Regulation of lipid, fatty acid and steroid metabolism	5	2.69E-02	28.788
BP00099:Phosphate transport	4	2.91E-02	30.689
BP00028:Lipid and fatty acid transport	11	3.04E-02	31.909
BP00285:Cell structure and motility	58	3.30E-02	34.070
BP00167:Synaptic transmission	19	3.73E-02	37.657
BP00067:Protein glycosylation	14	3.86E-02	38.671
BP00248:Mesoderm development	32	4.57E-02	44.112
BP00013:Amino acid metabolism	16	4.58E-02	44.183
BP00272:Phospholipid metabolism	12	4.59E-02	44.226

In addition, ChREBP target genes are associated with five functional annotation clusters with enrichment scores above 2, including protein dimerization, enzyme regulator activities, embryonic development, carbohydrate metabolic process, and lipid metabolism, suggesting broader roles of ChREBP in other biologically important processes (Table S2).

### Expression profiling of glucose-responsive genes and their relationship with ChREBP target genes

To determine whether ChREBP binding to its target genes change their expression levels, we performed gene expression profiling analysis. 

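RNA from 12 cultures of HepG2, a human hepatoma cell line widely used as a model of liver cells, was measured on Illumina HumanHT-12 BeadChips, on which each probe's brightness reports the level of a transcript. There were 6 biological replicates in high glucose (25 mM) and 6 in no glucose, each harvested after 8 h. By the paper's methods, the line was maintained in 25 mM glucose and the cells were held in 2.7 mM before these 8 h. None of the arrays is from the start of the 8 h, so a rise or fall in high glucose is only a difference between the groups. The paper's methods give the no-glucose medium as 0 mM, whereas the sample labels give 2.7 mM for the same cultures; both are stated here because the files do not settle it, and the group is called no glucose as in the paper. The values analysed are the authors' probe intensities, quantile normalized across the 12 arrays, so the sorted values of any 2 arrays differ by at most 0.825 units. The methods name limma and CyberT without giving their settings or a threshold, and they mention no background correction or filter. The lowest intensity is 47.2 and the median 90.8, so background was not subtracted, and the fold change of a dim gene is smaller than the change in its RNA. Each gene was taken from its probe with the highest mean over the 12 arrays, which gave 18852 named genes. The log2 intensities of the groups were compared with limma (lmFit and eBayes with a trend), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Log2 changes are high glucose minus no glucose, and ± is the SD over the 6 arrays of a group. Arrays of the same group correlated at r = 0.994 to 0.997 across genes and arrays of different groups at r = 0.985 to 0.988. The first principal component, which separated the groups, held 56.5% of the variance and the next 6.32%. No-glucose replicate 5 had the lowest mean correlation with its group, 0.994. The number of arrays limits the precision. In simulated arrays with this spread, limma recovered 90% of 100 genes with a planted log2 change of 0.5. It recovered 100% of 100 genes with a change of 1. The simulation held only 200 changed genes and independent noise, so its recovery need not carry over to these arrays.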

Since the activity of ChREBP is regulated by glucose, we compared gene expression profiles of RNA isolated from HepG2 cells cultured under either no- or high-glucose conditions (in the same manner as cells used for ChIP-seq analysis). 

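The largest rise in high glucose was that of TXNIP, which encodes an inhibitor of thioredoxin. Its intensity was 788 ± 46.9 (SD, n = 6) in high glucose and 105 ± 14.8 (SD, n = 6) in no glucose (log2 change 2.92, standard error 0.09, adjusted p = 1.0e-19 from limma). MAT2A, which encodes the enzyme that makes S-adenosylmethionine outside the normal adult liver, followed with 13052 ± 994 against 2212 ± 364 (log2 change 2.58, standard error 0.08, adjusted p = 3.8e-19). CYP8B1, the sterol 12-alpha-hydroxylase of bile acid synthesis, rose by 1.72 on the log2 scale, the transcription factor gene NFE2 by 1.79, MICB, which encodes a ligand of natural killer cells, by 1.47, the phosphatase subunit gene PPP2R2C by 1.51 and LRRC26 by 1.46. SNAR-A1 rose by 1.57, but it belongs to a family of nearly identical small RNAs that probes do not reliably tell apart. CSNK1G2 rose by 1.66, with a wide spread among the no-glucose arrays (1149.7 ± 897, SD, n = 6). The largest fall was that of DDIT3, which encodes the stress transcription factor CHOP, from 4389 ± 301 (SD, n = 6) in no glucose to 286 ± 13.6 (SD, n = 6) in high glucose (log2 change -3.94, standard error 0.06, adjusted p = 6.5e-27 from limma). The immediate early gene FOS had a log2 change of -3.40, PPP1R15A, which encodes the stress-induced phosphatase subunit GADD34, one of -3.00 and the heme oxygenase gene HMOX1 one of -2.71. The heat shock gene HSPA6 (-2.59), the phosphatase gene DUSP1 (-2.51), the chemokine gene CXCL8 (-2.42) and C11orf96 (-2.41) followed. For each of these genes, all 6 arrays of one group lay above all 6 of the other. In all, 5644 of the 18852 genes (29.9%) were changed, 3136 higher and 2508 lower in high glucose, at an adjusted p under 0.05 from limma. Most changes were small: 1072 genes changed at least 1.5-fold and 227 at least 2-fold, of which 69 were higher and 158 lower. The arrays of the groups did not overlap for 3493 genes (18.5%), where chance would give 0.216%. Dim genes limit the count, since 37.6% of the genes had a mean intensity under 100.

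**Figure D1:**
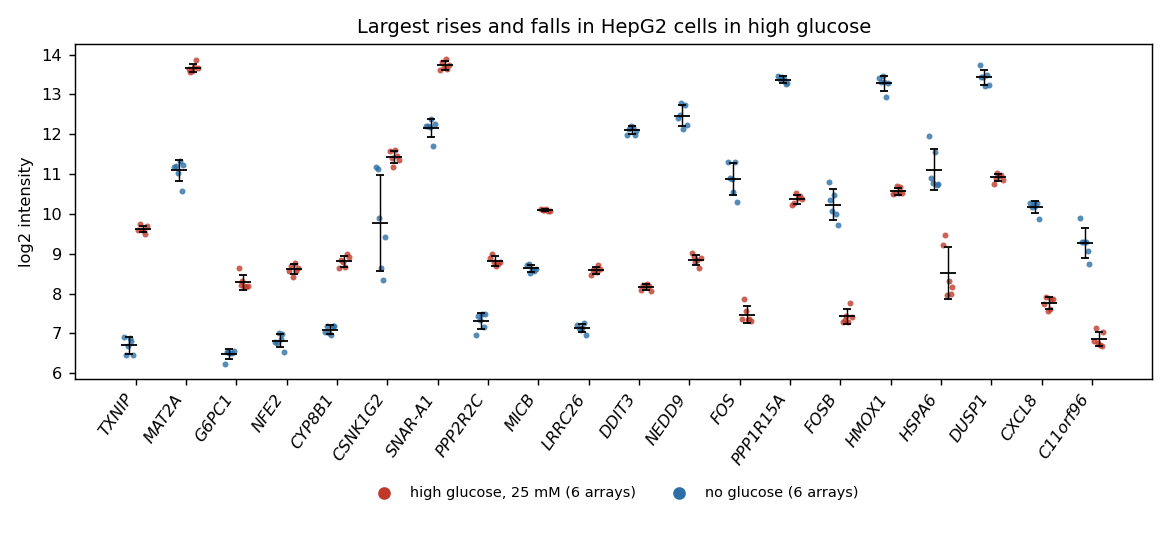
Log2 intensity of the 10 genes with the largest rise and the 10 with the largest fall in high glucose among genes whose groups do not overlap. Each point is 1 array (6 per group), and the bars give the mean and SD of each group. DDIT3 lies lower on every high-glucose array than on any no-glucose array, and the no-glucose arrays of CSNK1G2 are widely spread.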

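Genes of stress and nutrient responses were lower in high glucose as groups. Of 37 genes of the response to amino acid shortage and stress, 32 fell and none rose (33 fell when adjusted over the list alone), with a median log2 change of -0.98 (camera, adjusted p = 0.0016). The 5 that did not pass the test were FGF21, SLC38A2, ALDH1L2, CHAC1 and ATF5, named after their values were seen. Of 21 genes of the unfolded protein response, 14 fell and none rose, also when adjusted over the list alone (camera, adjusted p = 0.0033). Among them were the chaperone genes DNAJB9 (log2 change -1.72) and HSPA5 (-1.23), MANF (-0.92) and ERO1B (-0.86). Of 14 cytosolic aminoacyl-tRNA synthetase genes, which charge tRNAs with amino acids, 9 fell (10 when adjusted over the list alone), led by TARS1 (-0.85), AARS1 (-0.78), WARS1 (-0.73) and YARS1 (-0.67). The 2 that rose, by either adjustment, were RARS1 and FARSB, named after their values were seen (camera, adjusted p = 0.0080). Of 26 immediate early genes, 18 fell, such as ZFP36 (-2.29), and 1 rose, CCN2, which was named after its value was seen (camera, adjusted p = 0.010); adjusted over the list alone, 18 fell and 2 rose. Of 16 genes of the oxidative stress response, 10 fell and none rose by either adjustment (camera, adjusted p = 0.030), including GCLM (-2.06) and GCLC (-1.67), whose products make glutathione, and SRXN1 (-1.64). Hypoxia genes fell in 12 of 15 cases and rose in none by either adjustment (camera, adjusted p = 0.010), among them VEGFA (-1.67), ADM (-1.58), ERO1A (-0.80) and NDRG1. Of 27 lysosome and autophagy genes, 14 fell (16 when adjusted over the list alone) and none rose (camera, adjusted p = 0.0080), with SQSTM1 (-1.23), MAP1LC3B (-1.19), GABARAPL1 (-1.06) and ULK1 (-0.82) ahead. Camera was run with an estimated correlation between genes; with a preset correlation of 0.01 all 12 shifted lists were called again, and glycolysis and the early glucose response besides. With genes under an intensity of 100 on most arrays left out, an alternative chosen after the data were seen, the adjusted p of the oxidative stress genes was 0.052, within a range of 2.2e-09 to 0.093 over all alternatives. The highest adjusted p by camera over the alternatives was 0.055 for the immediate early genes and 0.052 for the lysosome and autophagy genes.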

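Genes of cell division and of sterol synthesis were higher in high glucose as groups. Of 30 genes of the G2 and M phases, 29 rose and none fell by either adjustment, the exception being CENPF (log2 change 0.12, adjusted p = 0.23). The kinesin gene KIF20A (1.23), the ubiquitin-conjugating enzyme gene UBE2C (1.15), the mitotic kinase gene AURKA (1.05) and the centromeric histone gene CENPA (1.05) changed most (camera, adjusted p = 0.0025). Of 31 DNA replication genes, 23 rose and 1, PRIM1, fell by either adjustment (camera, adjusted p = 0.013); PCNA rose by 1.11, FEN1 by 0.88, GINS2 by 0.87 and CCNE1 by 0.86 on the log2 scale. Of 20 cholesterol synthesis genes, 16 rose and none fell by either adjustment (camera, adjusted p = 0.010). Over the alternatives the adjusted p of this list ranged from 3.7e-10 to 0.056 by camera. HMGCS1, which encodes the cytosolic HMG-CoA synthase, had an intensity of 5100.3 ± 509 (SD, n = 6) in high glucose and 2741 ± 408 (SD, n = 6) in no glucose, and IDI1, LSS and EBP rose by 0.91, 0.87 and 0.83 on the log2 scale. The 4 that did not pass the test were INSIG1, CYP51A1, SREBF2 and STARD4; these and PRIM1 were named after their values were seen. Of 26 oxidative phosphorylation genes, 10 rose (11 when adjusted over the list alone) and none fell, by a median of only 0.10 on the log2 scale (camera, adjusted p = 0.016). CYCS, the gene of cytochrome c, rose by 0.61, ATP5MC1 by 0.58, NDUFB7 by 0.45 and NDUFB3 by 0.34. Glycolysis genes were not called as a group by camera with an estimated correlation (adjusted p = 0.22) but were with a preset one (adjusted p = 0.029). Camera's adjusted p ranged from 0.029 to 0.33 over the alternatives. The test fry, which does not compare a list with other genes, gave an adjusted p of 2.6e-05. Of 25 genes, 4 rose and 8 fell by either adjustment, the falls led by PFKFB3 (-1.81), ENO2 (-1.24), HK2 (-0.92) and PFKP (-0.69). The genes that rose were PKLR and, named after their values were seen, PGAM1, TPI1 and ALDOC. Without the genes under an intensity of 100 on most arrays, camera's adjusted p of DNA replication was 0.056, in a range of 4.7e-10 to 0.056 over the alternatives. That of oxidative phosphorylation was 0.052, in a range of 0.0035 to 0.055 by camera, and fry gave an adjusted p of 1.7e-07.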

The comparison of expression profiles between no- and high-glucose conditions revealed that expression levels of 1822 genes were significantly changed by high glucose.

To compare the list of ChREBP target genes from the ChIP-seq dataset with the gene expression profiling dataset, the expression profiling dataset was rank-ordered by fold change such that the most highly up-regulated genes under the high glucose condition were at the top of the ranked list (Figure 7A). 

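At the top of the ChREBP target genes after TXNIP stood G6PC1, which encodes the catalytic subunit of glucose-6-phosphatase. Its intensity was 314 ± 43.4 (SD, n = 6) in high glucose and 89.8 ± 7.10 (SD, n = 6) in no glucose (adjusted p = 9.0e-15 from limma), and both of its probes rose. ARRDC4, an arrestin-domain gene related to TXNIP, followed with 261 ± 14.9 against 110.2 ± 10.1 (log2 change 1.25, adjusted p = 2.8e-12). Then came the Polycomb gene CBX2 (1.06), JADE2 (1.03), the melanocortin receptor gene MC1R (1.01), FAM181A (1.00) and LRRC20 (1.00). At the bottom stood NEDD9, which encodes a scaffold protein of focal adhesions, with 5729.6 ± 1039 (SD, n = 6) in no glucose and 464 ± 40.9 (SD, n = 6) in high glucose (log2 change -3.61, standard error 0.09, adjusted p = 5.0e-22 from limma). That value comes from the brightest of its 4 probes and rests on that probe: the others had log2 changes of -0.89 (adjusted p = 4.0e-08), 0.19 (adjusted p = 0.069) and 0.27 (adjusted p = 0.029). FOSB followed at -2.81, then INHBE, which encodes a hepatic inhibin subunit, at -2.33, the stress transcription factor gene ATF3 at -2.11, the amino acid transporter gene SLC3A2 at -1.61, the thioredoxin reductase gene TXNRD1 at -1.57, TRIB3 at -1.41 and the G protein gene GNA13 at -1.26. Every one of these genes had all 6 arrays of one group above all 6 of the other. Table S1 does not define its distances, which are given here without their sign. The legend of Fig. 1C counts peak distance from the transcription start of the closest gene, and Table S1 does not say whether its column does too. It places the ChREBP peak of TXNIP, in hg18 coordinates, on chromosome 1 from 144149531 to 144149950, at a distance of 0 bp, and that of ARRDC4 on chromosome 15 from 96304516 to 96304998, also at 0 bp. The nearer of the 2 INHBE peaks lies on chromosome 12 from 56134549 to 56134883, 479 bp away, and the ATF3 peak on chromosome 1 from 210848218 to 210848898, at 0 bp. The peaks assigned to G6PC1, on chromosome 17 from 38326398 to 38326721, and to CBX2, on chromosome 17 from 75348565 to 75349127, lie 20059 bp and 17460 bp away. The nearest of the 3 NEDD9 peaks, on chromosome 6 from 11500747 to 11501158, lies 10181 bp away and the TRIB3 peak, on chromosome 20 from 318986 to 319304, 9680 bp away.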

Interestingly, out of 109 ChREBP target genes are differentially expressed under the high-glucose condition, 47% (51 genes) are up-regulated, and the other 53% (58 genes) down-regulated. These observations indicate that ChREBP functions as a transcriptional repressor as well as an activator. 

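Of the 783 target genes of Table S1, 713 were measured on the arrays. In high glucose 186 of them were higher, 157 were lower and 370 did not pass the test, at an adjusted p under 0.05 from limma. Rises thus made up 54.2% of the changed target genes and falls 45.8%. Changes of at least 1.5-fold were found for 41 higher and 44 lower target genes. Among the genes that rose were SLC25A10, which encodes the mitochondrial dicarboxylate carrier (log2 change 0.67, standard error 0.06, adjusted p = 1.1e-09), and the syndecan gene SDC1 (0.81). Among those that fell were BHLHE40, the gene of a transcriptional repressor with a daily rhythm (log2 change -1.08, standard error 0.09, adjusted p = 1.0e-10), GCKR, the gene of glucokinase regulatory protein (-0.55), and the fibronectin gene FN1 (-0.64). Target genes that did not pass the test included LDHA (0.08, adjusted p = 0.36), BCKDK (-0.13, adjusted p = 0.13; -0.17 and 0.043 without high-glucose replicate 6), ECE1 (-0.08, adjusted p = 0.62), SDHAP3 (-0.01, adjusted p = 0.97), which is a pseudogene of SDHA, and GAPDH (0.05, adjusted p = 0.59), whose direction differed between its probes. Target genes were changed more often than other genes, 48.1% against 29.2% of 18139 (odds ratio 2.25, 95% interval 1.93 to 2.62, two-sided Fisher's exact test, p = 4.0e-25). Stratified by mean expression in 20 bins, the odds ratio was 1.30 (95% interval 1.10 to 1.54, Mantel-Haenszel chi-square test, n = 18852 genes, two-sided p = 0.0027), as target genes are brighter than other genes. The split into rises and falls did not differ detectably from that of the other changed genes (odds ratio 0.944, 95% interval 0.754 to 1.18, two-sided Fisher's exact test, p = 0.61). Genes are not independent of each other, so both p-values are approximate. Without the genes under an intensity of 100 on most arrays, an alternative chosen after the data were seen, the odds ratio of change fell to 1.46 (two-sided Fisher's exact test, p = 8.5e-06).

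**Figure D2:**
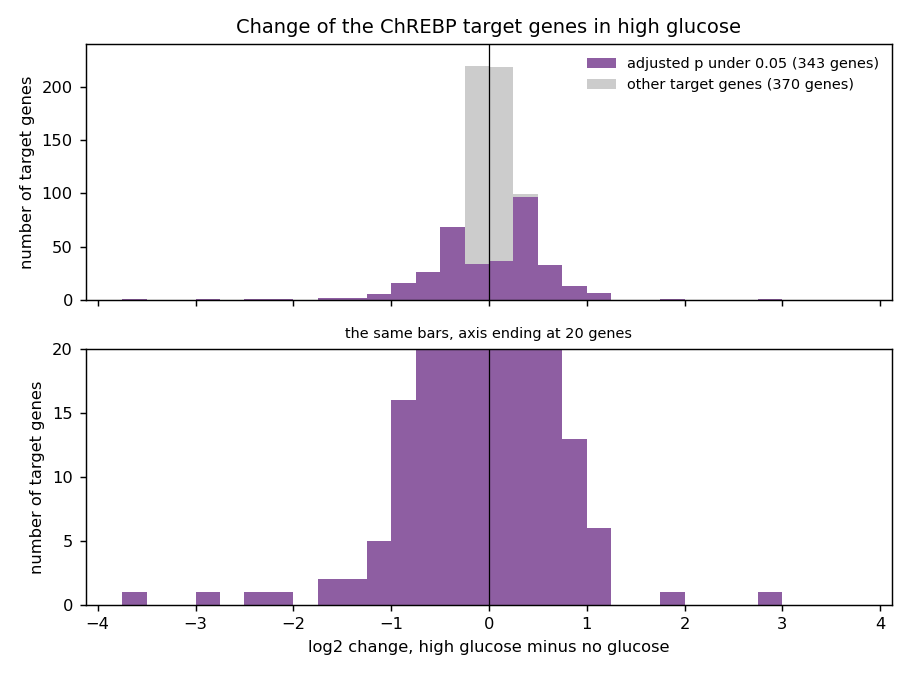
Number of ChREBP target genes by log2 change in high glucose, in bins of 0.25, for the 343 changed and the 370 other target genes. The lower plot shows the same bars with the axis ending at 20 genes; changed genes lie on both sides of 0.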

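Among the target genes the paper also measured by qRT-PCR, PKLR, DGAT2, GPD1 and SCD, genes of glucose and lipid handling, rose on the arrays. PKLR, the gene of liver pyruvate kinase, had an intensity of 449 ± 29.2 (SD, n = 6) in high glucose and 289.8 ± 25.7 (SD, n = 6) in no glucose (log2 change 0.63, standard error 0.08, adjusted p = 1.6e-07 from limma). DGAT2, which encodes an enzyme of the last step of triglyceride synthesis, had 290.1 ± 36.6 against 173 ± 20.5 (log2 change 0.74, standard error 0.10, adjusted p = 4.3e-07 from limma). GPD1, the glycerol-3-phosphate dehydrogenase gene, had 178 ± 22.2 against 111 ± 18.2 (log2 change 0.69, standard error 0.10, adjusted p = 4.5e-06 from limma), and the desaturase gene SCD rose by 0.35 on the log2 scale from a high level (adjusted p = 5.2e-05). SLC6A9, the gene of a glycine transporter, fell from 451 ± 61.2 to 228 ± 21.3 (log2 change -0.98, standard error 0.09, adjusted p = 1.2e-09 from limma); its other probes were dim and did not pass the test. INHBE and TRIB3, a pseudokinase gene of the stress response, fell and TXNIP and G6PC1 rose, so that 9 of the 12 panel genes were changed. Of these, 8 changed in the direction of the paper's qRT-PCR and 1, G6PC1, changed against it. The other 3 did not pass the test: SREBF1, the gene of SREBP-1a and SREBP-1c, at 647 ± 37.1 in high and 688 ± 62.4 in no glucose (log2 change -0.08, adjusted p = 0.43), PDK2 at 138 ± 12.4 and 152 ± 31.1 (log2 change -0.12, adjusted p = 0.49), and PCK1, the gene of PEPCK, at 88.1 ± 8.22 and 90.2 ± 12.9 (log2 change -0.03, adjusted p = 0.88). The PCK1 probe's mean log2 level of 6.47 lies below the median of all probes, 6.50, where a fall is hard to see, although G6PC1 rose from a like level. From target genes that rose and target genes that fell in the same cells, the paper takes it that ChREBP may repress transcription as well as activate it. The paper also draws on ChIP-qPCR of bound genes and on silencing of ChREBP by siRNA. After silencing it reports lower PKLR, DGAT2, SCD and TXNIP and higher TRIB3 and SLC6A9.

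**Figure D3:**
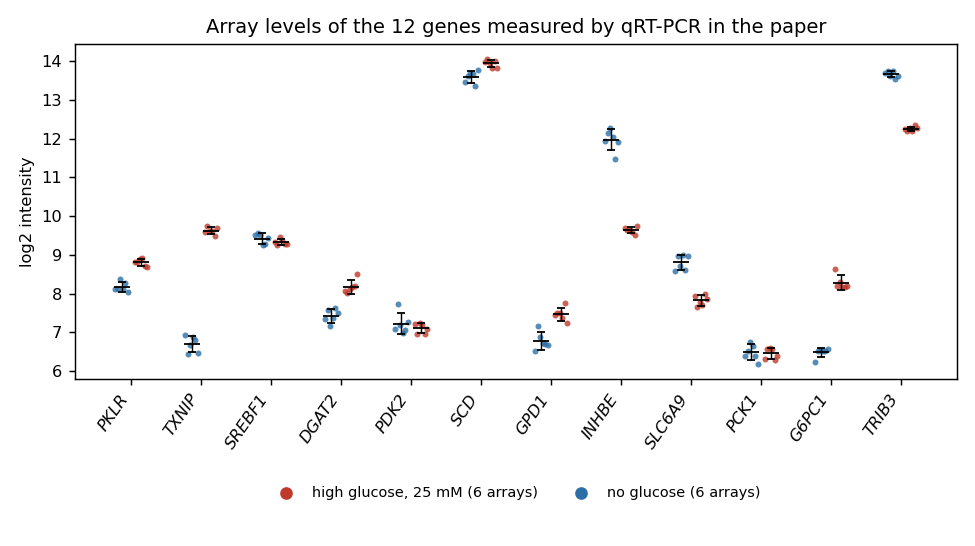
Log2 intensity on the arrays of the 12 target genes that the paper also measured by qRT-PCR. Each point is 1 array (6 per group), and the bars give the mean and SD of each group. SREBF1, PDK2 and PCK1 overlap between the groups, and the other 9 genes do not.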

Next, we ranked the list of genes by significance of differential expression under the high glucose conditions and then determined how the genes containing ChREBP binding sites were distributed over the expression list using the modified Kolmogorov–Smirnov (KS) test [24]. 

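Ranked by the limma p-value, the 713 measured target genes had a median rank of 5994 and the other genes one of 9543 among 18852 genes. The running score, which gains 1 at each target gene and loses a constant at each other gene so as to end at 0, reached its highest value of 151 at rank 6915, where 407 of the target genes had been passed. TXNIP, NEDD9, ATF3, INHBE, SLC3A2 and TRIB3 were among the target genes near the top. A Kolmogorov-Smirnov test of the ranks (n = 713 target genes and n = 18139 other genes) gave D = 0.212 and p = 3.2e-27. Among 10000 random gene lists of the same size the mean highest score was 16.8 and the highest 61.2 (permutation p = 1e-04, the smallest that 10000 lists can give). Target genes are also brighter on the array than other genes, with a median log2 level of 9.20 against 7.10. Against 10000 lists matched on mean expression, whose mean score was 111, whose 95th percentile was 129 and whose highest score was 159, the permutation p was 3.0e-04. Without the genes under an intensity of 100 on most arrays, chosen after the data were seen, the score was 65.0, with a permutation p of 0.0010 against matched lists. Genes are not independent of each other, while the Kolmogorov-Smirnov test and the drawn lists treat them so. These p-values are therefore approximate and may be too small.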

The analysis showed a highly significant running enrichment score because the genes identified by ChIP-seq were preferentially located toward the top of the differentially expressed gene list (Figure 7B; *p* = 1.5*e* ^−11^). Thus, the distinct possibility exists that the ChIP-seq identified sites correspond to functional sites of ChREBP action.

**Figure 7:**
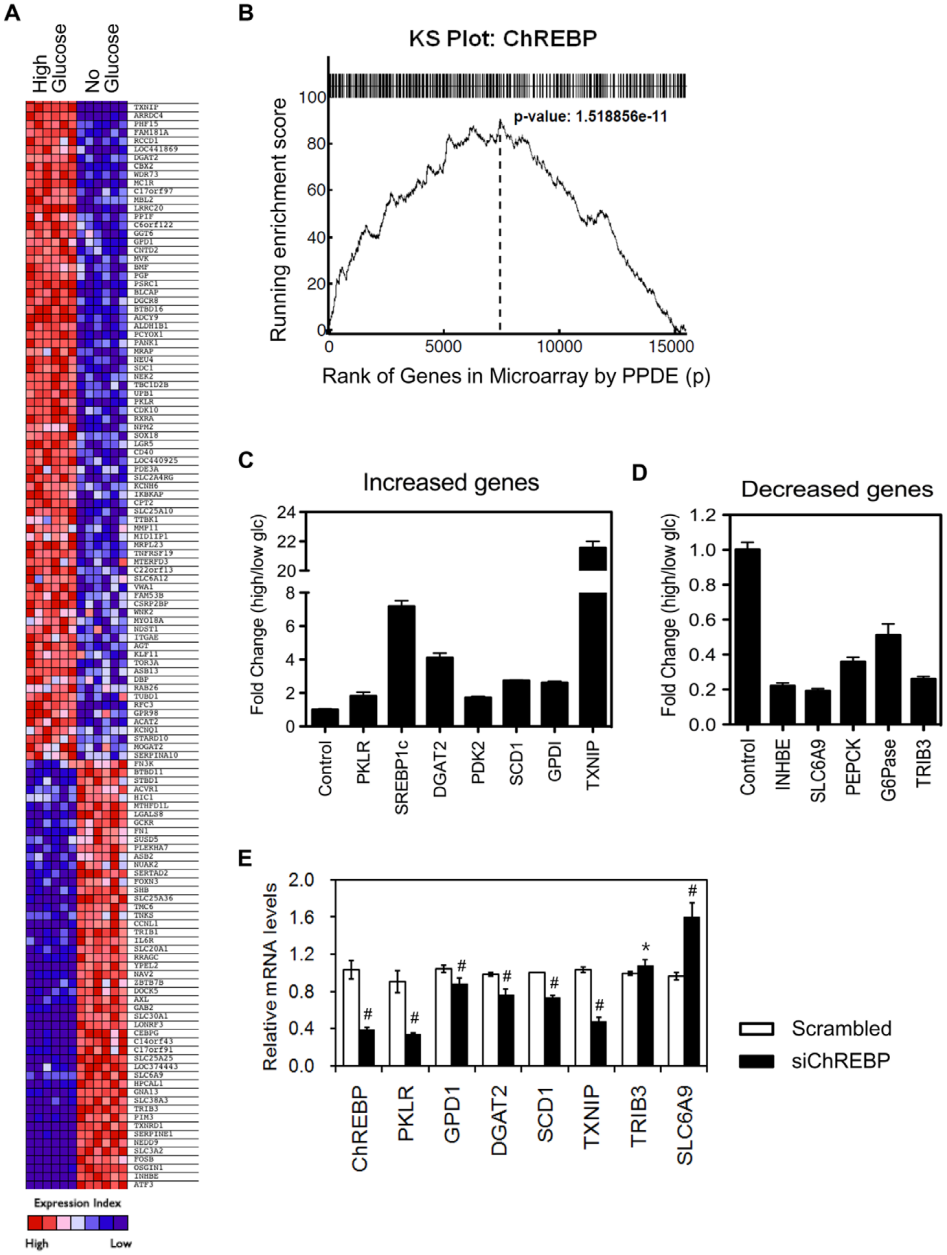
Correlation of ChREBP binding with gene expression. (A) Heat map view of a sample of ChREBP target genes exhibiting greater than two-fold expression changes in the high glucose state. (B) KS plot. The ChIP-seq peaks were analyzed for their representation within an expression array dataset from no vs. high glucose-treated HepG2 cells as described in the text. All genes in the microarray were ranked by posterior probability of differential expression (PPDE) on the *x*-axis and the graph plots by the running enrichment score. (C, D) Experimental validation of microarray results of 12 selected ChREBP target genes. HepG2 cells were incubated under 2.7 mM glucose conditions for 16 h. Cells were then either kept in 0 or 25 mM glucose medium for 8 h and harvested for RNA preparation. The levels of target genes were determined by qRT-PCR. Expression levels were normalized to expression of cyclophilin and mRNA levels in no glucose treated cells were set to 1. Values represent the mean of triplicate samples ± S.D. (E) Effects of ChREBP gene silencing on the expression of ChREBP target genes. HepG2 cells were transfected with 20 nmol of either ChREBP siRNA or scrambled siRNA and incubated for 40 h in 2.7 mM DMEM. Then the cells were cultured in 25 mM glucose. After 8 h, total RNA was extracted and analyzed for the expression of ChREBP target genes by qRT-PCR. Data represent the mean ± S.D. of three independent transfections.

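Of the measured target genes, 21 changed at least 2-fold with an adjusted p under 0.05 from limma, 8 of them higher and 13 lower in high glucose. The genes that rose were TXNIP (7.57-fold), G6PC1 (3.48-fold), ARRDC4 (2.38-fold), CBX2 (2.09-fold), JADE2 (2.04-fold), MC1R (2.01-fold), FAM181A and LRRC20, the last pair at 2.00-fold. The genes that fell had no-glucose levels above their high-glucose levels by 12.2-fold for NEDD9, 7.00-fold for FOSB, 5.04-fold for INHBE, 4.31-fold for ATF3, 3.04-fold for SLC3A2, 2.97-fold for TXNRD1, 2.65-fold for TRIB3, 2.39-fold for GNA13 and 2.11-fold for BHLHE40. The remaining falls were HPCAL1 (2.33-fold), the glutamine transporter gene SLC38A3 (2.19-fold), SLC25A25 (2.13-fold) and the transcription factor gene CEBPG (2.05-fold), which were named after their values were seen. The counts depend on the setting. With log2(signal + 16) there were 4 rises, since JADE2, MC1R, FAM181A and LRRC20 then lay just under 2-fold, and 13 falls. With the mean of a gene's probes there were 6 rises, without CBX2 (log2 change 0.39) and LRRC20 (0.66), and 10 falls, without ATF3 (-0.78), SLC25A25 (-0.41) and HPCAL1 (-0.97); NEDD9 then had a log2 change of -1.01. With array weights there were 7 rises and 14 falls, and with the normexp background, chosen after the data were seen, 8 and 16. Folds are on intensities without background subtraction and are understated for genes whose no-glucose level lies near that of the median probe, TXNIP, G6PC1, ARRDC4 and JADE2. Falls that end at a low level are understated too, such as that of FOSB, whose mean intensity in high glucose was 173 with a median of 90.8 over all probes.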

To further validate the relationship between ChREBP binding and glucose-dependent gene regulation, the expression levels of several genes including PKLR, TXNIP, sterol regulatory element binding protein-1c (SREBP-1c), diacylglycerol O-acyltransferase homolog 2 (DGAT2), pyruvate dehydrogenase kinase isozyme 2, INHBE, PEPCK, and solute carrier family 6 member 9 (SLC6A9) were determined by reverse transcription/quantitative real-time PCR (qRT-PCR). The binding of ChREBP to these genes was already confirmed by ChIP-qPCR (Figure 3 and S2). Despite ChREBP binding to all these genes, some genes are up-regulated by glucose and others repressed (Figure 7C and 7D). Interestingly, insulin responsive transcription factor SREBP-1c mRNA was dramatically increased by high glucose (7-fold), suggesting that ChREBP binds to SREBP-1c gene, transcriptionally activating its expression in HepG2 cells. Moreover, PEPCK and G6Pase, two rate-limiting enzymes of gluconeogenesis, were decreased in response to high glucose (0.4-fold and 0.5-fold, respectively). To determine the direct implication of ChREBP in glucose action on expression of ChREBP target genes, we next silenced ChREBP in HepG2 cells using short interfering RNAs (siRNAs). As shown in Figure 7E, transfection of scrambled siRNAs did not affect the expression of ChREBP, while ChREBP-specific siRNAs suppressed ChREBP expression. Silencing of ChREBP in HepG2 cells reduced the expression of PKLR, DGAT2, stearoyl-CoA desaturase 1 (SCD1), and TXNIP, but induced that of tribbles homolog 3 (TRIB3) and SLC6A9. Our results show that the majority of the ChREBP binding sites identified by the ChIP-seq analysis are functionally important in mediating glucose-responsive gene expression. In addition, our results indicate that ChREBP may act as either an activator or a repressor within the same biological context (e.g., as an activator of lipogenesis and as a repressor of gluconeogenesis).

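ChREBP target genes lay in the bright part of the array, and bright genes changed more often whether bound or not. With all genes divided by level into 5 parts of equal size, in the brightest part 65.0% of 257 target genes and 58.7% of 3514 other genes were changed, and in the next 61.7% of 193 and 57.5% of 3577. In the middle part the shares were 35.3% of 150 target genes and 25.9% of 3620 other genes. In the next dimmer part they were 4.11% of 73 and 4.79% of 3697, and in the dimmest 2.50% of 40 and 1.77% of 3731. Target genes with a peak within 5 kb by the distance column of Table S1, which the table does not define, were changed in 52.6% of 272 cases, and those with a more distant peak in 45.4% of 441 cases, a difference that did not pass the test after stratification by expression (odds ratio 1.25, 95% interval 0.883 to 1.76, Mantel-Haenszel chi-square test, n = 713 genes, two-sided p = 0.25). Array data give no test of whether a given binding site acts on its nearest gene.

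**Figure D4:**
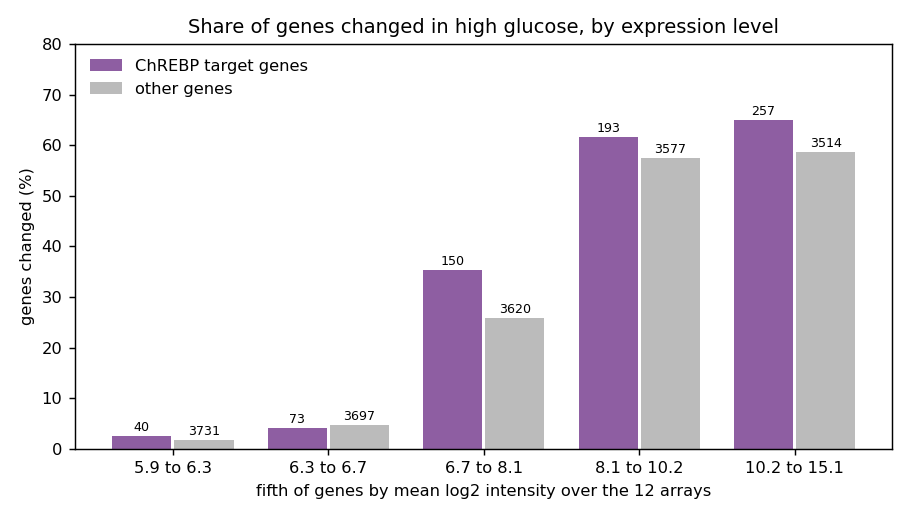
Percent of ChREBP target genes and of other genes changed in high glucose, in 5 equal parts of all genes by mean log2 intensity over the 12 arrays. The number above each bar is the number of genes in it; both shares are below 5% in the 2 dimmest parts and above 57% in the 2 brightest.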

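Genes of fatty acid synthesis rose as a group. Of 19 measured, 10 rose and 1, ACSL5, fell; adjusted over the list alone, 12 rose and 1 fell (camera, adjusted p = 0.019). The elongase gene ELOVL6 had an intensity of 2441 ± 152 (SD, n = 6) in high glucose and 1349 ± 87.3 (SD, n = 6) in no glucose (log2 change 0.86, standard error 0.06, adjusted p = 2.5e-12 from limma), and ACSS2, ACLY and SLC25A1, whose products supply acetyl-CoA and citrate, rose by 0.50, 0.49 and 0.40 on the log2 scale. FASN, the gene of fatty acid synthase and a ChREBP target, rose by 0.30 (adjusted p = 1.9e-04). MID1IP1, another target, had a log2 change of 0.18 (adjusted p = 0.094); its 2 probes are almost equally bright, and with their mean the change was 0.30 (adjusted p = 0.0043). The triglyceride synthesis list went both ways: 5 of 18 genes rose and 4 fell, 6 and 4 when adjusted over the list alone (camera, adjusted p = 0.42). AGPAT1 (0.59), MTTP (0.49) and the target gene MOGAT2 (0.31) rose beside DGAT2 and GPD1. The falls were those of LPIN2, PNPLA2, PLIN2 and APOB, of which only LPIN2 encodes an enzyme of the synthesis itself. The list also holds genes of triglyceride breakdown (PNPLA2), lipid droplets (PLIN2) and lipoprotein assembly (APOB and MTTP). Of 11 gluconeogenesis genes, 4 rose and 3 fell (4 and 4 when adjusted over the list alone), with a median log2 change of -0.03 (camera, adjusted p = 0.87). The falls were those of TAT, the gene of tyrosine aminotransferase (-1.61), the transcription factor gene FOXO1 (-0.44) and PCK2, the gene of mitochondrial PEPCK (-0.38). The rises were those of G6PC1, FBP1, CREB3L3 and SLC37A4. The genes of ChREBP and related proteins also went both ways (3 of 11 rose and 5 fell by either adjustment; camera, adjusted p = 0.27), with falls of MXD1 (-1.99), MYC (-0.71), MAX (-0.40), MXI1 and MLX (-0.29) and rises of MXD4 (0.38), MXD3 and MLXIPL, the gene of ChREBP itself (0.20, adjusted p = 0.023). The MLXIPL call was lost without high-glucose replicate 1 or 4 or no-glucose replicate 3, 5 or 6, with adjusted p-values of 0.051 to 0.060. Without the genes under an intensity of 100 on most arrays, camera's adjusted p of the fatty acid synthesis list was 0.052, in a range of 0.0026 to 0.087 over the alternatives. Fry, which does not compare a list with other genes, gave an adjusted p of 1.3e-07. Members outside the rule for named genes (ACSL5, LPIN2, PNPLA2, PLIN2, APOB, FBP1, CREB3L3, SLC37A4, MXI1 and MXD3) were named after their values were seen.

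**Figure D5:**
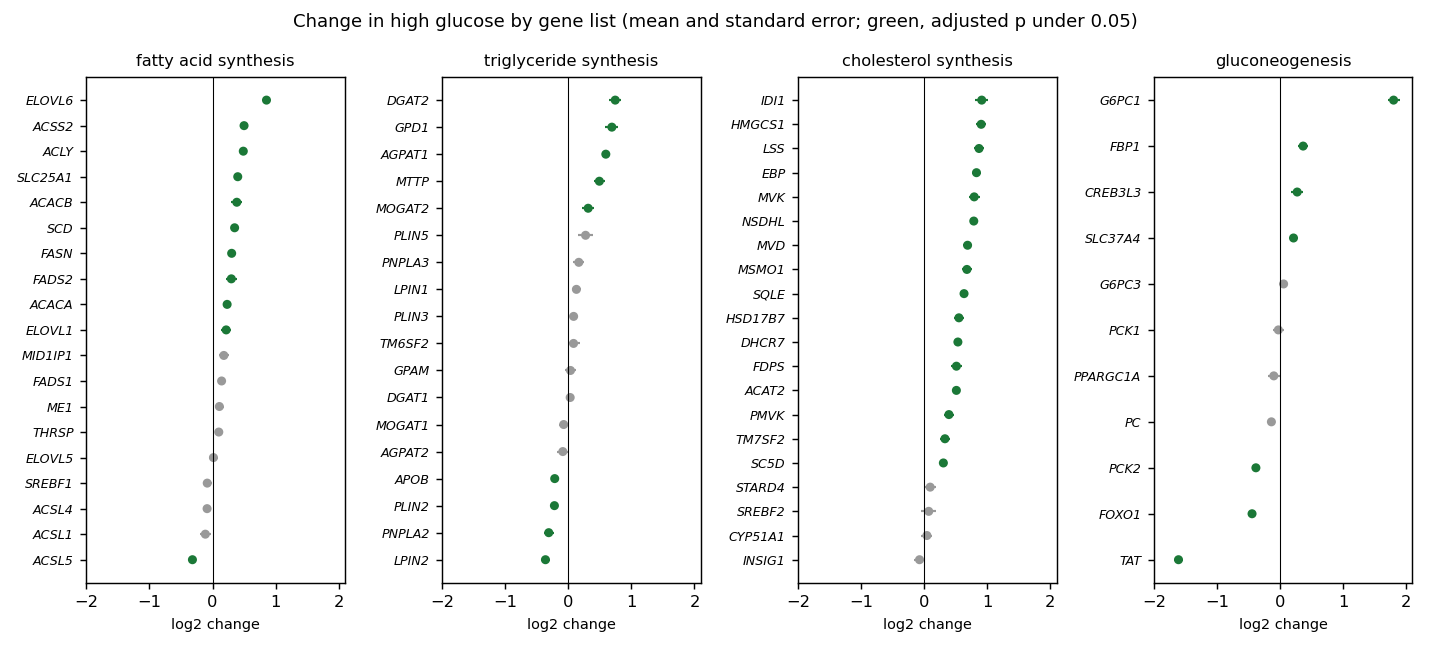
Log2 change (high glucose minus no glucose) of each measured gene of 4 lists, with the standard error from limma as bars (n = 6 arrays per group); green marks an adjusted p under 0.05. Cholesterol synthesis genes lie to the right of 0 with few exceptions, and gluconeogenesis genes lie on both sides.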

## Discussion

The aim of the present study was to identify the direct targets of ChREBP on a genome-wide scale and to understand the underlying mechanism of glucose-responsive gene regulation by ChREBP. ChIP-seq analysis revealed that ChREBP binds to 1153 sites across the genome, 45% of which are located in potential gene regulatory regions including proximal/distal promoters, 5′ UTRs, and the first/second introns of known genes. In addition, the present study showed that the majority of the ChREBP binding sites identified by the ChIP-seq analysis are functionally important in mediating glucose-responsive gene expression with ChREBP acting as either an activator or a repressor.

### ChREBP binding sites and motifs

As mentioned above, 45% of ChREBP binding sites are closely associated with TSSs, yet the rest are remotely associated with TSSs. Previous genome-wide localization analysis of other transcription factors such as Foxa2, ERα, Myc, and PPARγ/RXR also revealed that transcription factor binding sites can be localized to regions other than the 5′-proximal promoter regions, such as far upstream sequences, introns, and 3′ region of the gene [25], [26], [27], [28]. Whether these remotely associated sites may function as enhancers or locus control regions (LCRs) is yet to be discovered.

ChREBP forms a heterodimer with Mlx to bind to ChoRE. Ma and colleagues [6] identified the consensus sequence of the ChoRE as CAYGNG-n5-CNCRTG by analyzing functional ChoRE sequences from seven different genes. According to the authors, the heterotetramer formation between ChREBP/Mlx heterodimers is essential to stabilize their binding to the tandem E box-like sites (two imperfect CACGTG motifs) in ChoRE. In addition, the stringent spacing between E boxes within ChoRE is critical for the transcriptional response to glucose [29]. Consistent with these previous observations, a refined sequence motif (ChBM1, CABGTG-nnCnG-nGnSTG), similar to the ChoRE consensus sequence, was predicted from ChREBP binding sites identified in the present study. When ChREBP binding sites were scanned with ChBM1 for further refinement of the consensus sequence using a more stringent cut-off (*p<*0.0001), a new ChBM1-derived sequence (CACGTG GCCGG CGCGTG) was acquired as a consensus sequence, which is present in 39.3% (453/1153, *p<*0.0001) of the 1153 peaks. The overall structure of this ChBM1-derived sequence is precisely matched to that of ChoRE consensus sequence, but with more details.

ChBM2 (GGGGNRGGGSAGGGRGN), one of the major binding motifs, significantly differs from known ChREBP binding sites and no direct ChREBP binding to ChBM2 was observed in EMSA (Figure 5B). This may result from the increased cross-links between ChREBP and other proteins by relatively long fixation time, although we optimized the cross-linking condition using two parameters to judge the best cross-linking condition: average size of DNA after shearing and analysis of the immunoprecipitation efficiency by qPCR (PLKR was used as a positive control). It is also possible that ChREBP and additional transcription factor may function together to regulate gene expression. In fact, the regulatory effect of ChREBP seems to depend on transcriptional modules made up of ChREBP binding elements and other transcription factor binding sites. Recently, a study showed that ChREBP can cooperate with nuclear factor Y (NF-Y) to mediate induction of TXNIP expression by glucose or adenosine-containing molecules [30]. Our motif analysis revealed that ChBM2 is matched to the Sp1 binding motif. Although no link has been reported between ChREBP and Sp1, several reports have suggested that Sp1, a ubiquitously expressed protein, may be involved in glucose responsiveness. Members of the Sp1 family have been proposed as being required for glucose-dependent induction of the plasminogen activator inhibitor 1 [31], transforming growth factor β [32] in vascular muscle cells and expression of neuronal vesicular glutamate transporter isoform2 in pancreatic β-cells [33]. Further mutagenesis and functional studies are necessary to demonstrate clearly that ChBM2, a ChREBP-associated motif, is a co-regulatory motif.

### Correlation between ChREBP target genes and their expression

Gene set enrichment analysis using the modified KS test revealed a high degree of correlation between ChREBP binding and ChREBP-dependent gene expression when HepG2 cells are subjected to high glucose conditions (*p* = 1.5*e* ^−11^). Although many ChREBP target genes were upregulated as expected given the known role of ChREBP in activating glycolytic and lipogenic genes, especially in the liver [1], [5], [7], [34], some ChREBP target genes were downregulated. The repressive effects of ChREBP on glucose-mediated gene expression was further validated by qRT-PCR experiments showing decreased expression levels of genes such as PEPCK, G6Pase, INHBE, SLC6A9, and TRIB3. Interestingly, PEPCK and G6Pase are rate-limiting enzymes of gluconeogenesis, indicating that ChREBP may acts as either an activator or a repressor within the same biological context (e.g., as an activator of lipogenesis and as a repressor of gluconeogenesis). This observation reconciles with the study of Cairo and colleagues [2] that ChREBP may repress transcription of target genes, depending on the context and/or organization of E-box target sites in cell culture systems. In addition, ChREBP was recently shown to repress ARNT/HIF-1β in pancreatic β-cells [35], which is the first *in vivo* evidence that ChREBP may play a repressive role in glucose responsive transcription.

### Functional clustering of ChREBP target genes

According to GO analysis, the functional group for lipid, fatty acid and steroid metabolism was enriched by ChREBP target genes in human liver cells. This observation is consistent with the previous gene expression profiling using rodent hepatocytes and liver. ChREBP null mice displayed lower mRNA levels of several lipogenic enzymes, such as PKLR, FASN and SCD1, compared with wild type mice [36]. In addition, Ma and colleagues [6] showed that ChREBP activates the entire program of *de novo* lipogenesis by gene profiling in the presence or absence of a dominant-negative Mlx in rat hepatocytes cultured in high glucose conditions. One of the identified ChREBP target genes, SREBP-1c, is a key transcription factor in lipid metabolism [37]. We have previously demonstrated that the expression of SREBP-1c gene is increased by glucose as well as insulin in mouse hepatocytes [38]. Interestingly, our ChIP-seq analysis and subsequent validation studies revealed that ChREBP binds to the human SREBP-1c gene. These results indicate that ChREBP is a mediator of glucose action on SREBP-1c gene expression.

We also found that ChREBP target genes are functionally related to cell motility. Although there is not known experimental evidence regarding the role of ChREBP in cell migration, it is shown that MondoA, a ChREBP paralog, regulates a number of genes such as collagen type IV and fibulin 2, which are components of ECM [39]. HepG2 cells are proliferative and transformed cells whereas hepatocytes in the liver are largely arrested in the G0 phase of the cell cycle. Therefore, enrichment of ChREBP target genes in cell motility may be related to the proliferative status of HepG2 cells. In this regard, Tong and colleagues [40] have reported that the induction of ChREBP in response to mitogenic signals is required for cell proliferation. Our characterization of ChREBP binding profiles across the entire human genome in HepG2 cells provides novel and important insight into the regulation of ChREBP target gene network. Although HepG2 cells have shown to express a wide range of liver-specific functions as a reproducible human system, it is known that some genes such as liver-specific transcription factors (hepatocyte nuclear factors and C/EBPα) and drug metabolizing enzymes are differently expressed in HepG2 cells compared to hepatocytes in the liver [41]. Due to the limitation of the immortalized cell system, further *in vivo* studies are required to fully elucidate ChREBP regulated transcription in hepatocytes in the liver.

## Materials and Methods

### Cell culture

Human hepatocellular carcinoma HepG2 and human embryonic kidney (HEK) 293 cells were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and maintained in 25 mM glucose Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 100 U/ml penicillin/streptomycin. For ChIP-seq and gene expression profiling, HepG2 cells (passage 8–10) were cultured in 2.7 mM glucose DMEM with 10% FBS for 16 h and then cultured in 0, 2.7, or 25 mM glucose medium for an additional 8 h.

To obtain nuclear extracts for gel shift assays, HEK293 cells were transfected in 100 mm plates using Lipofectamine (Invitrogen) according to the manufacturer's directions. Ten µg each of expression plasmids of ChREBP and Mlx were cotransfected. Nuclear extracts were prepared from cells 48 h post-transfection using the ‘nuclear cell extract’ protocol in the Nuclear Extract kit from ActiveMotif (Carlsbad. CA).

### Chromatin immunoprecipitation-quantitative real-time PCR (ChIP-qPCR)

ChIP assays were performed as previously described [42] with minor modification. Briefly, HepG2 cells (1×10^7^ cells) previously cultured in 2.7 mM or 25 mM glucose for 8 h were cross-linked with 1% formaldehyde for 30 min at 37°C. The cross-linking time was optimized using two parameters: average size of DNA after shearing and analysis of the immunoprecipitation efficiency by PCR. Cross-linking was stopped by the addition of glycine to a final concentration of 0.125 M. The cells were washed three times with ice-cold phosphate-buffered saline and kept on ice for 10 min in 25 mM HEPES (pH 7.8), 1.5 mM MgCl_2_, 10 mM KCl, 0.1% Nonidet P-40, 1 mM dithiothreitol, 0.5 mM phenylmethylsulfonyl fluoride, and protease inhibitor cocktail (Roche, Basel, Switzerland). Nuclei were collected and resuspended in sonication buffer for 30 min on ice and sonicated on ice to an average length of 200 bp using a tissue lyser set at 50% amplitude. After sonication, the chromatin solution (500 µg) was incubated with Dynabeads protein A (100.01D; Invitrogen, Carlsbad, CA, USA) and 5 µg of rabbit anti-ChREBP (NB400-135; Novus, St. Louis, MO, USA) or 5 µg of rabbit normal IgG (sc-2027; Santa Cruz Biotechnology, Santa Cruz, CA, USA) at 4°C overnight. Antibody-bound complexes were obtained and DNA fragments extricated from these complexes were purified using a QIAquick PCR Purification Kit (Qiagen, Shanghai, China). The purified ChIPed DNA samples were analyzed by qPCR using an Applied Biosystems Prism 7900HT sequence detection system (Applied Biosystems, Carlsbad, CA, USA) and SYBR-Green chemistry as described [43]. The qPCR oligonucleotide pairs for the human promoters were validated by analysis of template titration and dissociation curves and provided in Table S3.

### Sequencing and data analysis

For ChIP-seq library construction, ChIPed DNA was end-repaired, ligated to adaptors, and amplified. Amplified fragments of about 300 bp (with adaptors) were gel purified from 2% agarose and used for sequencing on GAII (Illumina Inc., San Diego, CA, USA) according to the manufacturer's instructions. Sequence reads were mapped to the human reference genome using MAQ [44] and bowtie [45], and sequence reads that mapped to multiple sites in the genome were removed. To identify ChREBP binding regions, PeakFinder [14] and CisGenome [15] were used for data analysis. In defining ChREBP binding peaks, we used stringent settings, with the minimum sequence reads set to 8 and the minimum read ratio comparing ChREBP with input set to 5.

### Annotation of genes and GO analysis

All ChREBP binding sites were assigned to nearest genes based on the Homo sapiens NCBI Build 36.1 genome assembly (NCBI36/hg18; March 2006). GO analysis for ChREBP target genes was conducted using the NIH Database for Annotation, Visualization, and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/) [16]. The ChREBP target genes were classified into functionally related gene groups using ‘PANTHER Biological Process’ term.

### Motif analysis

We applied the motif-finding program W-ChIPMotifs [21] and MEME [22] to ChREBP target peak regions to search for statistically overrepresented consensus ChREBP binding sites in the peak regions. Motifs were presented as position-dependent letter-probability matrices.

### Electrophoretic mobility shift assays (EMSA)

Probes for the EMSA were labeled with [γ-^32^P]ATP using T4 polynucleotide kinase. Labeled double stranded oligonucleotides were prepared by mixing a 5-fold molar excess of the complementary single-stranded DNAs in 50 mM NaCl, heating to 95°C for 5 min, and then cooling to room temperature. The oligonucleotides used in these assays were as follows: ChBM1, 5′-TCG AGG CAC GTG GCC AGG GCC TGA TCG A-3′; ChBM2, 5′-TCG ACC GGG GAA GGG CAG GGA GGG GTC GA-3′; NF-κB, 5′-AGT TGA GGG GAC TTT CCC AGG C-3′.

The labeled probe (100,000 cpm) was combined with 5–10 µg of nuclear extract from HEK293 cells in 75 mM of KCl, 7.5% (v/v) of glycerol, 20 mM of HEPES (pH 7.4), 0.1% (v/v) of Nonidet P-40, and 2 mM of dithiothreitol. The nonspecific competitors, 2 µg of poly dI-dC (Amersham Biosciences) and 20 pM of nonspecific antisense oligonucleotide were added in each binding reaction. Following incubation with the labeled probe for 30 min on ice, samples were subjected to electrophoresis on a 4.5% nondenaturing polyacrylamide gel. For reactions with antibodies, nuclear extract was preincubated with antibody for 30 min on ice before addition of the probe. For competition assays, a 10- or 50-molar excess of various unlabeled competitor DNAs was added to the reaction mixture prior to the addition of the probe. Results were visualized by autoradiography.

### Expression profiling (microarray) and data analysis

Total RNA from HepG2 cells was prepared using a Qiagen RNeasy Kit. Total RNA from six biological replicates under 0 or 25 mM glucose conditions were then amplified into cRNA and biotinylated by *in vitro* transcription using the Illumina total prep RNA amplification kit (Ambion, Foster City, CA, USA) according to the manufacturer's instructions. Biotinylated cRNAs were then hybridized to an Illumina HumanHT-12 BeadChip. Microarray data were normalized and assessed for differential expression using the LIMMA component (Linear Models for Microarray Data) of the Bioconductor package [46] and the CyberT analysis program [47]. The array data were submitted to Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi) under accession number GSE22074.

### Kolmogorov–Smirnov (KS) analysis

The ChIP-seq data were compared with expression microarray data using a KS plot, which is a modified method of gene set enrichment analysis (GSEA) [24]. A KS plot can determine whether our gene list from ChREBP ChIP-seq tends to occur toward the top or bottom of the ranked gene list of ChREBP expression microarray data. The genes in gene expression microarray were rank-ordered by the posterior probability of differential expression (PPDE) and tested for matches between genes in the expression microarray and the ChREBP ChIP-seq dataset. A KS plot was obtained by calculating enrichment score, which was determined by increasing a running sum if a match occurred, or by decreasing it if no match was found.

### Silencing of endogenous human ChREBP

HepG2 cells were transfected with siRNAs using RNAiMAX according to the manufacturer's directions (Invitrogen). A scrambled siRNA (Stealth RNAi Negative Control Med GC) was purchased from invitrogen and a siRNA for human ChREBP (sense, 5′-GGUAU AUCCA GUAUG UGAAU U-3′; antisense, 5-UUCAC AUACU GGAUA UACCU U-3′) was purchased from Genolution (Seoul, Republic of Korea). Briefly, 1×10^5^ cells, 20 nM of RNAi medium, and 20 nmol of each ChREBP siRNA or scrambled RNA incubated in serum reduced OPTI-MEM for 10 min and were plated in 12-well plates. The cells were cultured in 2.7 mM glucose DMEM for 40 h and then cultured in 25 mM glucose medium for an additional 8 h. The cells were lysed and total RNA was extracted.

### RNA measurement (Reverse transcription/quantitative real-time PCR, qRT-PCR)

Total RNA was isolated from cultured cells using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Two micrograms of total RNA was treated with RNase-free DNase (Roche) and reverse transcribed using SuperScript II (Invitrogen) and random hexamers. Gene-specific primers were designed using Primer Express Software (PerkinElmer Life Sciences, Waltham, MA, USA) and validated by analysis of template titration and dissociation curves. Primer sequences are provided in Table S3. qRT-PCR was performed using an Applied Biosystems Prism 7900HT sequence detection system and SYBR-Green chemistry as described [43]. Ten-microliter qRT-PCR reactions contained 25 ng of reverse-transcribed RNA, each primer (150 nM), and 5 µl of 2× SYBR Green PCR master mix (Applied Biosystems). Results of qRT-PCR were evaluated by the comparative Ct method (User Bulletin No. 2; PerkinElmer Life Sciences) using cyclophilin as the invariant control gene. All samples were analyzed in triplicate and expressed as the mean ± S.D.

## Supporting Information

Figure S1 Determination of the optimal condition for ChREBP activation in HepG2 cells. HepG2 cells were cultured in 2.7 mM glucose DMEM for 16 h and then cultured in high (25 mM) glucose medium for an indicated time. Total RNA was extracted and the PKLR and FAS gene expression was determined by qRT-PCR. Expression levels were normalized to expression of cyclophilin. Values represent the mean of triplicate samples ± S.D.
(TIF)

Figure S2 Validation of ChIP-seq binding sites by single gene ChIP-qPCR. ChIP-qPCR was performed on ChREBP-enriched chromatin prepared from high glucose-treated HepG2 cells. All randomly selected sites were validated by single gene ChIP-qPCR. Positive control region (PKLR) and negative controls (PK-up, 4 kb upstream region of PKLR and Cyclo, cyclophilin exon) were included.
(TIF)

Table S1 The peak location and the nearest gene list. The nearest genes to the ChREBP binding peaks are listed.
(PDF)

Table S2 Functional annotation clustering of the ChREBP ChIP-seq dataset. To reduce redundancy, the newly developed functional annotation clustering report groups and displays similar annotations together to make the biology clearer and more focused for reading when compared to a traditional chart report. For annotation clustering, we used GOTERM_BP_ALL, GOTERM_MF_ALL, PANTHER_BP_ALL, and PANTHER_MF_ALL.
(PDF)

Table S3 Primer sequences for the measurement of human DNA or RNA using an ABI Prism 7900HT system. All primers are listed in the 5′ to 3′ orientation.
(PDF)

# Supplementary material for: Integrated Expression Profiling and Genome-Wide Analysis of ChREBP Targets Reveals the Dual Role for ChREBP in Glucose-Regulated Gene Expression
**Source:** PLoS One. 2011 Jul 21;6(7):e22544. doi: 10.1371/journal.pone.0022544
**Supplement:** Table S1 — The peak location and the nearest gene list. The nearest genes to the ChREBP binding peaks are listed.

Table S1. The peak location and the nearest gene list

#ID	chrom	start	stop	nearGeneID	distance	nearGene Symbol	Description
lys1	chr1	1326113	1326409	NR_015434	1342	LOC148413	-
lys2	chr1	1346399	1346907	NM_001145210	0	LOC441869	-
lys3	chr1	1366205	1366704	NM_199121	5435	VWA1	von Willebrand factor A domain containing 1
lys4	chr1	1863284	1863806	NM_001003808	14057	C1orf222	chromosome 1 open reading frame 222
lys5	chr1	2155750	2156349	NM_003036	5758	SKI	v-ski sarcoma viral oncogene homolog (avian)
lys6	chr1	2252267	2252475	NR_024489	-21485	LOC100129534	-
lys7	chr1	3360703	3361019	NM_014448	0	ARHGEF16	Rho guanine nucleotide exchange factor (GEF) 16
lys8	chr1	5931971	5932340	NM_015102	-42778	NPHP4	nephronophthisis 4
lys9	chr1	6008658	6009073	NM_003636	0	KCNAB2	potassium voltage-gated channel, shaker-related subfamily, beta member 2
lys10	chr1	6397047	6397287	NM_019089	-5279	HES2	hairy and enhancer of split 2 (Drosophila)
lys11	chr1	8152381	8152723				
lys12	chr1	8180416	8180914				
lys13	chr1	8194485	8195071				
lys14	chr1	9532832	9533193	NM_032315	10719	SLC25A33	solute carrier family 25, member 33
lys15	chr1	9536428	9536814	NM_032315	14315	SLC25A33	solute carrier family 25, member 33
lys16	chr1	10919980	10920450	NM_173507	-26395	C1orf127	chromosome 1 open reading frame 127
lys17	chr1	11910488	11910918	NM_138346	1422	KIAA2013	KIAA2013
lys18	chr1	12507994	12508296	NR_003022	18109	SNORA59B	small nucleolar RNA, H/ACA box 59B
lys19	chr1	12511000	12511457	NM_015378	298302	VPS13D	vacuolar protein sorting 13 homolog D (S. cerevisiae)
lys20	chr1	15608784	15609163	NM_024329	0	EFHD2	EF-hand domain family, member D2
lys21	chr1	15784022	15784349	NM_024758	0	AGMAT	agmatine ureohydrolase (agmatinase)
lys22	chr1	15817903	15818098	NM_032341	1248	DDI2	DNA-damage inducible 1 homolog 2 (S. cerevisiae)
lys23	chr1	17763501	17764065	NM_001011722	-15569	ARHGEF10L	Rho guanine nucleotide exchange factor (GEF) 10-like
lys24	chr1	17791068	17791437	NM_001011722	11435	ARHGEF10L	Rho guanine nucleotide exchange factor (GEF) 10-like
lys25	chr1	19136139	19136426	NM_001136265	-18987	IFFO2	intermediate filament family orphan 2
lys26	chr1	21468804	21469126	NM_001113347	-9644	ECE1	endothelin converting enzyme 1
lys27	chr1	22101900	22102130	NM_005529	-34207	HSPG2	heparan sulfate proteoglycan 2
lys28	chr1	24024452	24024694	NM_000191	0	HMGCL	3-hydroxymethyl-3-methylglutaryl-CoA lyase
lys29	chr1	24318851	24319159	NM_152372	7600	MYOM3	myomesin family, member 3
lys30	chr1	26217782	26218030	NM_004455	-2827	EXTL1	exostoses (multiple)-like 1
lys31	chr1	26699376	26699862				
lys32	chr1	27189641	27190208	NM_001013642	-2573	TRNP1	TMF1-regulated nuclear protein 1
lys33	chr1	27741478	27741863	NM_001029882	-60867	AHDC1	AT hook, DNA binding motif, containing 1
lys34	chr1	28717957	28718184	NM_001048195	627	RCC1	regulator of chromosome condensation 1
lys35	chr1	36702450	36702966	NM_031280	0	MRPS15	mitochondrial ribosomal protein S15
lys36	chr1	38269746	38269995	NM_002699	-15042	POU3F1	POU class 3 homeobox 1
lys37	chr1	39098037	39098291	NM_022157	111	RRAGC	Ras-related GTP binding C
lys38	chr1	40137410	40137590	NM_001033082	-2684	MYCL1	v-myc myelocytomatosis viral oncogene homolog 1, lung carcinoma derived (avian)
lys39	chr1	43277587	43277920				
lys40	chr1	44247880	44248294	NM_006934	-7290	SLC6A9	solute carrier family 6 (neurotransmitter transporter, glycine), member 9
lys41	chr1	44870059	44870388	NM_018150	226514	RNF220	ring finger protein 220
lys42	chr1	44939349	44939796	NM_001145636	26370	C1orf228	chromosome 1 open reading frame 228
lys43	chr1	44946530	44946979	NM_001145636	33551	C1orf228	chromosome 1 open reading frame 228
lys44	chr1	52941520	52941907	NM_023077	4895	C1orf163	chromosome 1 open reading frame 163
lys45	chr1	53359861	53360348	NM_006671	-20529	SLC1A7	solute carrier family 1 (glutamate transporter), member 7
lys46	chr1	53399166	53399598	NM_006671	18290	SLC1A7	solute carrier family 1 (glutamate transporter), member 7
lys47	chr1	53421658	53422100	NM_000098	-12588	CPT2	carnitine palmitoyltransferase 2
lys48	chr1	56651983	56652494				
lys49	chr1	56746641	56747136	NM_003713	-70709	PPAP2B	phosphatidic acid phosphatase type 2B
lys50	chr1	56748329	56748639	NM_003713	-69206	PPAP2B	phosphatidic acid phosphatase type 2B
lys51	chr1	59452952	59453427				
lys52	chr1	65386033	65386259	NM_001005353	0	AK3L1	adenylate kinase 3-like 1
lys53	chr1	67772762	67773296				
lys54	chr1	67790701	67790991				
lys55	chr1	77921083	77921466	NM_015534	153	ZZZ3	zinc finger, ZZ-type containing 3
lys56	chr1	85567314	85567636	NM_012137	-135841	DDAH1	dimethylarginine dimethylaminohydrolase 1
lys57	chr1	87031036	87031725				
lys58	chr1	90232963	90233298	NR_002830	0	LOC492303	-
lys59	chr1	95360483	95360834	NM_152487	5003	TMEM56	transmembrane protein 56
lys60	chr1	109297674	109297893	NM_001048210	-9741	CLCC1	chloride channel CLIC-like 1
lys61	chr1	109618856	109619326	NM_032636	-7968	PSRC1	proline/serine-rich coiled-coil 1
lys62	chr1	109642826	109643109	NM_001010985	-8077	MYBPHL	myosin binding protein H-like
lys63	chr1	111389452	111389768				
lys64	chr1	112099592	112099969	NM_198926	0	C1orf183	chromosome 1 open reading frame 183
lys65	chr1	113561622	113561932				
lys66	chr1	114273050	114273322	NM_198268	-196	HIPK1	homeodomain interacting protein kinase 1
lys67	chr1	116833501	116833851				
lys68	chr1	120068981	120069306	NM_006623	13041	PHGDH	phosphoglycerate dehydrogenase
lys69	chr1	142720950	142721698				
lys70	chr1	144111080	144111283	NM_213653	-13264	HFE2	hemochromatosis type 2 (juvenile)
lys71	chr1	144149531	144149950	NM_006472	0	TXNIP	thioredoxin interacting protein
lys72	chr1	150071741	150072057	NM_005060	770	RORC	RAR-related orphan receptor C
lys73	chr1	152658677	152658999	NM_000565	14386	IL6R	interleukin 6 receptor
lys74	chr1	153239957	153240601	NM_015872	-1134	ZBTB7B	zinc finger and BTB domain containing 7B
lys75	chr1	153242920	153243371	NM_015872	1186	ZBTB7B	zinc finger and BTB domain containing 7B
lys76	chr1	153346480	153346697	NM_004952	28510	EFNA3	ephrin-A3
lys77	chr1	153365004	153365520	NM_182685	-1452	EFNA1	ephrin-A1
lys78	chr1	153537355	153537619	NM_181871	0	PKLR	pyruvate kinase, liver and RBC
lys79	chr1	154452855	154453282	NM_007221	3449	PMF1	polyamine-modulated factor 1
lys80	chr1	158207285	158207836	NM_001146172	16618	SLAMF9	SLAM family member 9
lys81	chr1	159459919	159460381	NM_001643	0	APOA2	apolipoprotein A-II
lys82	chr1	167070362	167070658				
lys83	chr1	169721078	169721342	NM_015172	0	BAT2D1	HLA-B associated transcript 2-like 2
lys84	chr1	177340639	177341094	NM_022371	22906	TOR3A	torsin family 3, member A
lys85	chr1	180524558	180525005				
lys86	chr1	180529085	180529432				
lys87	chr1	181705972	181706220	NM_173156	-2036	SMG7	Smg-7 homolog, nonsense mediated mRNA decay factor (C. elegans)
lys88	chr1	203537109	203537473	NM_030952	-20033	NUAK2	NUAK family, SNF1-like kinase, 2
lys89	chr1	205481555	205481909				
lys90	chr1	209759466	209759988				
lys91	chr1	209819349	209820023	NM_021194	628	SLC30A1	solute carrier family 30 (zinc transporter), member 1

lys92	chr1	209843412	209843680				
lys93	chr1	209883244	209883620	NM_002497	-31970	NEK2	NIMA (never in mitosis gene a)-related kinase 2
lys94	chr1	209907173	209907605	NM_002497	-7985	NEK2	NIMA (never in mitosis gene a)-related kinase 2
lys95	chr1	210848218	210848898	NM_001040619	0	ATF3	activating transcription factor 3
lys96	chr1	211612068	211612550				
lys97	chr1	212196245	212196755				
lys98	chr1	212290405	212290961	NM_002763	61924	PROX1	prospero homeobox 1
lys99	chr1	222019577	222020052	NM_001748	52837	CAPN2	calpain 2, (m/II) large subunit
lys100	chr1	224067749	224068206	NM_001136018	3331	EPHX1	epoxide hydrolase 1, microsomal (xenobiotic)
lys101	chr1	224079408	224079715	NM_000120	0	EPHX1	epoxide hydrolase 1, microsomal (xenobiotic)
lys102	chr1	225194425	225194699	NM_020247	0	CABC1	chaperone, ABC1 activity of bc1 complex homolog (S. pombe)
lys103	chr1	227063439	227063870				
lys104	chr1	228910964	228911494	NM_000029	-5465	AGT	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)
lys105	chr1	228916422	228917086	NM_000029	0	AGT	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)
lys106	chr1	228931223	228931695	NM_000029	14265	AGT	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)
lys107	chr1	232808624	232808932	NM_182972	-2962	IRF2BP2	interferon regulatory factor 2 binding protein 2
lys108	chr1	232823545	232823833	NM_182972	11652	IRF2BP2	interferon regulatory factor 2 binding protein 2
lys109	chr1	233076922	233077214				
lys110	chr1	233159368	233159632				
lys111	chr1	233159744	233160244				
lys112	chr1	233176099	233176416				
lys113	chr1	233177316	233178313				
lys114	chr1	233178610	233178903				
lys115	chr1	233181154	233181488				
lys116	chr1	234269677	234269917	NM_002508	-25187	NID1	nidogen 1
lys117	chr1	234629506	234629870	NM_080738	4169	EDARADD	EDAR-associated death domain
lys118	chr1	234745452	234745686	NM_201545	-2501	LGALS8	lectin, galactoside-binding, soluble, 8
lys119	chr1	236094312	236094517	NR_027247	2216	LOC100130331	-
lys120	chr1	241735845	241736239	NM_006642	249904	SDCCAG8	serologically defined colon cancer antigen 8
lys121	chr10	5748890	5749232	NM_024701	327	ASB13	ankyrin repeat and SOCS box-containing 13
lys122	chr10	5895278	5896190	NM_001494	0	GD12	GDP dissociation inhibitor 2
lys123	chr10	11983563	11983750	NM_015542	-141064	UPF2	UPF2 regulator of nonsense transcripts homolog (yeast)
lys124	chr10	14614770	14615083	NM_031453	-241819	FAM107B	family with sequence similarity 107, member B
lys125	chr10	22649758	22650132	NM_005180	0	BMI1	BMI1 polycomb ring finger oncogene
lys126	chr10	24870112	24870532	NM_001098501	332388	KIAA1217	KIAA1217
lys127	chr10	30882887	30883342				
lys128	chr10	44811833	44812047	NM_006963	-4231	ZNF22	zinc finger protein 22 (KOX 15)
lys129	chr10	45410174	45410577	NM_145021	0	MARCH8	membrane-associated ring finger (C3HC4) 8
lys130	chr10	54206296	54206626	NM_000242	4831	MBL2	mannose-binding lectin (protein C) 2, soluble (opsonic defect)
lys131	chr10	70855672	70855909	NM_001057	8993	TACR2	tachykinin receptor 2
lys132	chr10	71539166	71539554	NM_032797	-23142	AIFM2	apoptosis-inducing factor, mitochondrion-associated, 2
lys133	chr10	71782170	71782451	NM_207119	-28969	LRRC20	leucine rich repeat containing 20
lys134	chr10	75021694	75021981	NM_152586	16256	USP54	ubiquitin specific peptidase 54
lys135	chr10	77206373	77207159	NM_032024	-5365	C10orf11	chromosome 10 open reading frame 11
lys136	chr10	77454351	77455073	NM_032024	241828	C10orf11	chromosome 10 open reading frame 11
lys137	chr10	79278776	79279387	NM_004747	-76967	DLG5	discs, large homolog 5 (Drosophila)
lys138	chr10	80489016	80489307	NR_024429	-7904	LOC283050	-
lys139	chr10	80614025	80614302	NM_020338	115229	ZMIZ1	zinc finger, MIZ-type containing 1
lys140	chr10	80765202	80765855	NM_005729	-11370	PPIF	peptidylprolyl isomerase F
lys141	chr10	80777613	80777989	NM_005729	389	PPIF	peptidylprolyl isomerase F
lys142	chr10	82155995	82156370	NM_032333	-1851	C10orf58	chromosome 10 open reading frame 58
lys143	chr10	82248548	82248824	NM_001128309	44532	TSPAN14	tetraspanin 14
lys144	chr10	91395472	91395928	NM_148977	278	PANK1	pantothenate kinase 1
lys145	chr10	93382779	93383081	NM_005398	0	PPP1R3C	protein phosphatase 1, regulatory (inhibitor) subunit 3C
lys146	chr10	95982535	95982778	NM_016341	238801	PLCE1	phospholipase C, epsilon 1
lys147	chr10	98427198	98427515	NM_152309	-42754	PIK3AP1	phosphoinositide-3-kinase adaptor protein 1
lys148	chr10	100196596	100196788	NM_000195	0	HPS1	Hermansky-Pudlak syndrome 1
lys149	chr10	102096112	102096496	NM_005063	-265	SCD	stearoyl-CoA desaturase (delta-9-desaturase)
lys150	chr10	102720834	102721212	NM_017893	-1063	SEMA4G	sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4G
lys151	chr10	102862582	102863169	NM_001085398	-17724	TD1	TLX1 neighbor
lys152	chr10	104564683	104565003	NM_000102	-22277	CYP17A1	cytochrome P450, family 17, subfamily A, polypeptide 1
lys153	chr10	105533956	105534171	NM_014631	-70983	SH3PX02A	SH3 and PX domains 2A
lys154	chr10	114011009	114011585				
lys155	chr10	114015526	114015838	NM_058222	-17644	TECTB	tectorin beta
lys156	chr10	114025622	114026001	NM_058222	-7481	TECTB	tectorin beta
lys157	chr10	114428329	114428702	NM_145206	231585	VTI1A	vesicle transport through interaction with t-SNAREs homolog 1A (yeast)
lys158	chr10	114753978	114754277	NM_030756	53981	TCF7L2	transcription factor 7-like 2 (T-cell specific, HMG-box)
lys159	chr10	114769449	114769885	NM_030756	69452	TCF7L2	transcription factor 7-like 2 (T-cell specific, HMG-box)
lys160	chr10	119141474	119141683	NM_173791	16548	PDZD8	PDZ domain containing 8
lys161	chr10	121020568	121020875	NM_005308	63383	GRK5	G protein-coupled receptor kinase 5
lys162	chr10	121066273	121066524	NM_005308	109088	GRK5	G protein-coupled receptor kinase 5
lys163	chr10	124060248	124060596	NM_144587	39439	BTBD16	BTB (POZ) domain containing 16
lys164	chr10	126403347	126403566	NM_014661	-19354	FAM53B	family with sequence similarity 53, member B
lys165	chr10	128721861	128722412	NM_001380	137850	DOCK1	dedicator of cytokinesis 1
lys166	chr10	135023111	135023896	NM_198472	1593	C10orf125	chromosome 10 open reading frame 125
lys167	chr11	1632421	1632735	NR_026643	-10669	FAM99A	family with sequence similarity 99, member A
lys168	chr11	1667806	1667909	NR_026642	4372	FAM99B	family with sequence similarity 99, member B
lys169	chr11	1668855	1669582	NM_001012416	-5418	KRTAP5-6	keratin associated protein 5-6
lys170	chr11	1930545	1931170	NM_021134	5469	MRPL23	mitochondrial ribosomal protein L23
lys171	chr11	1965433	1965671	NR_024471	-2055	LOC100133545	-
lys172	chr11	1965750	1966887	NR_024471	-839	LOC100133545	-
lys173	chr11	2180242	2180654				
lys174	chr11	2191324	2191679				
lys175	chr11	2710305	2710772	NM_181798	271047	KCNQ1	potassium voltage-gated channel, KQT-like subfamily, member 1
lys176	chr11	3910832	3911202	NM_003156	77325	STIM1	stromal interaction molecule 1
lys177	chr11	6632374	6632852	NM_003737	-798	DCHS1	dachsous 1 (Drosophila)
lys178	chr11	7583369	7583773	NM_003621	91794	PPF1BP2	PTPRF interacting protein, binding protein 2 (liprin beta 2)
lys179	chr11	12045220	12045543				
lys180	chr11	12670837	12671099	NM_021961	18294	TEAD1	TEA domain family member 1 (SV40 transcriptional enhancer factor)
lys181	chr11	12823897	12824440	NM_021961	171354	TEAD1	TEA domain family member 1 (SV40 transcriptional enhancer factor)
lys182	chr11	13118327	13118977				
lys183	chr11	16963518	16963786	NM_175058	-28753	PLEKHA7	pleckstrin homology domain containing, family A member 7
lys184	chr11	17329660	17329962	NR_026750	0	DKFZp686O24166	-
lys185	chr11	17748133	17748619	NM_004976	34064	KCNK1	potassium voltage-gated channel, Shaw-related subfamily, member 1
lys186	chr11	18374053	18374317	NM_001135239	1543	LDHA	lactate dehydrogenase A

lys187	chr11	20014310	20014765	NM_001111019	13100	NAV2	neuron navigator 2
lys188	chr11	44221855	44222139	NM_000401	148182	EXT2	exostosin 2
lys189	chr11	60379971	60380680	NM_004778	0	GPR44	G protein-coupled receptor 44
lys190	chr11	60858404	60858929	NM_001923	1163	DDB1	damage-specific DNA binding protein 1, 127kDa
lys191	chr11	61133393	61133765	NR_002775	-5318	RPLP0P2	ribosomal protein, large, P0 pseudogene 2
lys192	chr11	61497004	61497696	NM_002032	5297	FTH1	ferritin, heavy polypeptide 1
lys193	chr11	62414748	62414914	NM_001013251	9887	SLC3A2	solute carrier family 3 (activators of dibasic and neutral amino acid transport), member 2
lys194	chr11	63443119	63443807	NM_173587	2228	RCOR2	REST corepressor 2
lys195	chr11	63882956	63883329	NM_001006944	0	RPS6KA4	ribosomal protein S6 kinase, 90kDa, polypeptide 4
lys196	chr11	64409564	64409999	NM_006795	6798	EHD1	EH-domain containing 1
lys197	chr11	66967542	66968005	NM_001018070	0	CORO1B	coronin, actin binding protein, 1B
lys198	chr11	67540896	67541156	NM_000694	6532	ALDH3B1	aldehyde dehydrogenase 3 family, member B1
lys199	chr11	67669306	67669787	NM_017635	-67573	SUV420H1	suppressor of variegation 4-20 homolog 1 (Drosophila)
lys200	chr11	67822198	67822542	NM_002335	-14141	LRP5	low density lipoprotein receptor-related protein 5
lys201	chr11	69494023	69494470				
lys202	chr11	71786679	71787545	NM_030813	-35671	CLPB	ClpB caseinolytic peptidase B homolog (E. coli)
lys203	chr11	72166450	72167003	NM_006645	-15395	STARD10	StAR-related lipid transfer (START) domain containing 10
lys204	chr11	73474300	73474626	NM_015531	-85086	C2CD3	C2 calcium-dependent domain containing 3
lys205	chr11	75132536	75132851	NM_025098	25956	MOGAT2	monoacylglycerol O-acyltransferase 2
lys206	chr11	75151544	75151840	NM_032564	-5585	DGAT2	diacylglycerol O-acyltransferase homolog 2 (mouse)
lys207	chr11	75157035	75157238	NM_032564	-187	DGAT2	diacylglycerol O-acyltransferase homolog 2 (mouse)
lys208	chr11	76158247	76158681	NM_015516	-13251	TSKU	tsukushi small leucine rich proteoglycan homolog (Xenopus laevis)
lys209	chr11	77425795	77426067	NM_023930	13828	KCTD14	potassium channel tetramerisation domain containing 14
lys210	chr11	77545094	77545578	NM_024079	16748	ALG8	asparagine-linked glycosylation 8, alpha-1,3-glucosyltransferase homolog (S. cerevisiae)
lys211	chr11	77678986	77679231	NM_012296	-51343	GAB2	GRB2-associated binding protein 2
lys212	chr11	92859930	92860336	NM_020179	-55858	C11orf75	chromosome 11 open reading frame 75
lys213	chr11	95762680	95762962	NM_003772	0	JRKL	jerky homolog-like (mouse)
lys214	chr11	101998246	101998534	NM_004771	-2739	MMP20	matrix metalloproteinase 20
lys215	chr11	113251389	113251905	NM_020886	0	USP28	ubiquitin specific peptidase 28
lys216	chr11	115788235	115788831				
lys217	chr11	116202716	116203189	NM_000040	-2644	APOC3	apolipoprotein C-III
lys218	chr11	116204867	116205381	NM_000040	-452	APOC3	apolipoprotein C-III
lys219	chr11	116209669	116210034	NM_000039	-3514	APOA1	apolipoprotein A-I
lys220	chr11	116213293	116214119	NM_000039	0	APOA1	apolipoprotein A-I
lys221	chr11	116216759	116217161	NM_000039	3212	APOA1	apolipoprotein A-I
lys222	chr11	116397096	116397476	NM_025164	-76727	QSK	SIK family kinase 3
lys223	chr11	117472001	117472319	NM_019894	19066	TMPRSS4	transmembrane protease, serine 4
lys224	chr11	120184455	120184881	NM_014619	148219	GRIK4	glutamate receptor, ionotropic, kainate 4
lys225	chr11	125568188	125568400	NM_001144827	-18397	RPUSD4	RNA pseudouridylation synthase domain containing 4
lys226	chr11	134118085	134118365				
lys227	chr12	189736	190038	NM_003044	-2715	SLC6A12	solute carrier family 6 (neurotransmitter transporter, betaine/GABA), member 12
lys228	chr12	625995	626411	NM_016533	-16605	NINJ2	ninjurin 2
lys229	chr12	1639739	1639991	NM_032642	31068	WNT5B	wingless-type MMTV integration site family, member 5B
lys230	chr12	2227530	2227860	NM_001129835	194855	CACNA1C	calcium channel, voltage-dependent, L type, alpha 1C subunit
lys231	chr12	6513283	6513963	NM_002046	0	GADPH	glyceraldehyde-3-phosphate dehydrogenase
lys232	chr12	9166012	9166434	NM_000014	6188	A2M	alpha-2-macroglobulin
lys233	chr12	9694674	9694906	NR_002814	2766	LOC3744443	-
lys234	chr12	10935845	10936218	NM_023920	-17210	TAS2R13	taste receptor, type 2, member 13
lys235	chr12	20595645	20595773	NM_000921	182183	PDE3A	phosphodiesterase 3A, cGMP-inhibited
lys236	chr12	24798952	24799796				
lys237	chr12	26897847	26898204				
lys238	chr12	46707809	46708063	NM_014554	-77845	SENP1	SUMO1/sentrin specific peptidase 1
lys239	chr12	47490934	47491181	NM_000725	-7597	CACNB3	calcium channel, voltage-dependent, beta 3 subunit
lys240	chr12	48782743	48783010	NM_005276	-1057	GPDI	glycerol-3-phosphate dehydrogenase 1 (soluble)
lys241	chr12	51729653	51730216	NM_170754	0	TENC1	tensin like C1 domain containing phosphatase (tensin 2)
lys242	chr12	51731230	51731545	NM_170754	1130	TENC1	tensin like C1 domain containing phosphatase (tensin 2)
lys243	chr12	51731582	51731896	NM_170754	1482	TENC1	tensin like C1 domain containing phosphatase (tensin 2)
lys244	chr12	52306407	52306841	NM_006856	0	ATF7	activating transcription factor 7
lys245	chr12	54396006	54396228	NM_001487	0	BLOC1S1	biogenesis of lysosomal organelles complex-1, subunit 1
lys246	chr12	54761833	54762347	NM_001005915	1676	ERBB3	v-erb-b2 erythroblastic leukemia viral oncogene homolog 3 (avian)
lys247	chr12	56131386	56131864	NM_031479	-3498	INHBE	inhibin, beta E
lys248	chr12	56134549	56134883	NM_031479	-479	INHBE	inhibin, beta E
lys249	chr12	70120955	70121378	NM_003667	877	LGK5	leucine-rich repeat-containing G protein-coupled receptor 5
lys250	chr12	88275253	88275698	NM_022652	4827	DUSP6	dual specificity phosphatase 6
lys251	chr12	92005240	92005632				
lys252	chr12	92020606	92021011				
lys253	chr12	92191718	92192306				
lys254	chr12	93489476	93489805	NM_020698	-78650	TMCC3	transmembrane and coiled-coil domain family 3
lys255	chr12	96193255	96193502				
lys256	chr12	97616829	97617064	NM_181861	53622	APAF1	apoptotic peptidase activating factor 1
lys257	chr12	99355364	99355637	NM_139319	80378	SLC17A8	solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter), member 8
lys258	chr12	100536126	100536524	NM_206821	23250	MYBPC1	myosin binding protein C, slow type
lys259	chr12	103206652	103207163	NM_182742	1797	TXNRD1	thioredoxin reductase 1
lys260	chr12	105892552	105892748	NM_001033050	-12311	MTERFD3	MTERF domain containing 3
lys261	chr12	106270197	106270532	NM_001018072	33872	BTBD11	BTB (POZ) domain containing 11
lys262	chr12	108511076	108511331	NM_000431	15195	MVK	mevalonate kinase
lys263	chr12	108871241	108871595	NM_014776	-46982	GIT2	G protein-coupled receptor kinase interacting ArfGAP 2
lys264	chr12	115481656	115481982	NM_001085481	89	MAP1LC3B2	microtubule-associated protein 1 light chain 3 beta 2
lys265	chr12	116906235	116906465	NM_173598	15825	KSR2	kinase suppressor of ras 2
lys266	chr12	119188031	119188385	NM_001080855	86	PXN	paxillin
lys267	chr12	119826323	119826683	NM_139015	0	SPPL3	-
lys268	chr12	120008059	120008266				
lys269	chr12	120459195	120459718	NM_001005366	-43029	KDM2B	lysine (K)-specific demethylase 2B
lys270	chr12	121916878	121917070	NM_024667	-29595	VPS37B	vacuolar protein sorting 37 homolog B (S. cerevisiae)
lys271	chr12	122343848	122344390	NM_018183	-56551	SBNO1	strawberry notch homolog 1 (Drosophila)
lys272	chr12	122880132	122880396	NM_207437	67139	DNAH10	dynein, axonemal, heavy chain 10
lys273	chr12	126216822	126216975				
lys274	chr12	129876853	129877115	NM_001980	-12649	STX2	syntaxin 2
lys275	chr12	130911289	130911648	NM_016155	32397	MMP17	matrix metalloproteinase 17 (membrane-inserted)
lys276	chr12	131135410	131135696	NR_003290	631	EP400NL	EP400 N-terminal like

lys277	chr12	131694868	131695220	NM_174873	-10255	P2RX2	purinergic receptor P2X, ligand-gated ion channel, 2
lys278	chr13	19069090	19069312				
lys279	chr13	23042403	23043055	NM_148957	0	TNFRSF19	tumor necrosis factor receptor superfamily, member 19
lys280	chr13	23689799	23690092	NM_153023	56914	SPATA13	spermatogenesis associated 13
lys281	chr13	29396136	29396547				
lys282	chr13	30277297	30277636				
lys283	chr13	33440974	33441493	NM_181558	150770	RFC3	replication factor C (activator 1) 3, 38kDa
lys284	chr13	48775711	48776120	NM_030911	55609	CDADC1	cytidine and dCMP deaminase domain containing 1
lys285	chr13	97758429	97758732	NM_005766	164996	FARP1	FERM, RhoGEF (ARHGEF) and pleckstrin domain protein 1 (chondrocyte-derived)
lys286	chr13	97956989	97957437	NM_003576	-14905	STK24	serine/threonine kinase 24 (STE20 homolog, yeast)
lys287	chr13	112459425	112459840	NM_032189	66783	ATP11A	ATPase, class VI, type 11A
lys288	chr13	112595883	112596278	NM_032189	203241	ATP11A	ATPase, class VI, type 11A
lys289	chr13	112712029	112712369	NM_024979	30375	MCF2L	MCF.2 cell line derived transforming sequence-like
lys290	chr13	112999267	112999605	NM_005561	0	LAMP1	lysosomal-associated membrane protein 1
lys291	chr14	20224442	20224790	NM_001097577	-1981	ANG	angiogenin, ribonuclease, RNase A family, 5
lys292	chr14	43855957	43856199				
lys293	chr14	49178275	49178644	NM_001083908	6578	C14orf104	chromosome 14 open reading frame 104
lys294	chr14	54639650	54640049				
lys295	chr14	61073961	61074536	NM_006255	215695	PRKCH	protein kinase C, eta
lys296	chr14	69226477	69227004	NM_014734	78416	KIAA0247	KIAA0247
lys297	chr14	73308325	73308717	NM_194278	11572	C14orf43	chromosome 14 open reading frame 43
lys298	chr14	87580218	87580693				
lys299	chr14	88576823	88577250				
lys300	chr14	88768446	88768889	NM_005197	-184318	FOXN3	forkhead box N3
lys301	chr14	88887606	88888005	NM_005197	-65202	FOXN3	forkhead box N3
lys302	chr14	90038233	90038569				
lys303	chr14	91493987	91494285	NM_006329	10189	FBLN5	fibulin 5
lys304	chr14	92441950	92442181	NM_001275	-17016	CHGA	chromogranin A (parathyroid secretory protein 1)
lys305	chr14	93438775	93439405	NM_138344	-15605	FAM181A	family with sequence similarity 181, member A
lys306	chr14	93495463	93495779	NM_016150	1944	ASB2	ankyrin repeat and SOCS box-containing 2
lys307	chr14	93813381	93813624	NM_016186	-15490	SERPINA10	serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 10
lys308	chr14	94134906	94136095	NM_001085	-12371	SERPINA3	serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 3
lys309	chr14	95059348	95059870	NR_003002	-9849	SCARNA13	small Cajal body-specific RNA 13
lys310	chr14	95060879	95061250	NR_003002	-8469	SCARNA13	small Cajal body-specific RNA 13
lys311	chr14	98852332	98852959				
lys312	chr14	99088604	99089083	NM_001144995	-51397	CCDC85C	coiled-coil domain containing 85C
lys313	chr14	99102549	99102895	NM_001144995	-37585	CCDC85C	coiled-coil domain containing 85C
lys314	chr14	99138319	99138548	NM_001144995	-1932	CCDC85C	coiled-coil domain containing 85C
lys315	chr14	100353305	100353910	NR_003531	-8287	MEG3	maternally expressed 3 (non-protein coding)
lys316	chr14	100825278	100825683				
lys317	chr14	103417429	103417767				
lys318	chr15	38177941	38178592	NM_001003943	-6987	BMF	Bcl2 modifying factor
lys319	chr15	39081026	39081283	NM_017553	-114349	INO80	INO80 homolog (S. cerevisiae)
lys320	chr15	43469638	43469793	NM_001482	11367	GATM	glycine amidinotransferase (L-arginine:glycine amidinotransferase)
lys321	chr15	43666621	43667038	NM_012388	0	PLDN	pallidin homolog (mouse)
lys322	chr15	48766158	48766500	NM_017672	0	TRPM7	transient receptor potential cation channel, subfamily M, member 7
lys323	chr15	48798198	48798589	NM_032802	-46613	SPPL2A	-
lys324	chr15	51534685	51535305				
lys325	chr15	51910562	51910694				
lys326	chr15	54120001	54120307				
lys327	chr15	56361899	56362224				
lys328	chr15	56548303	56548524	NM_000236	36838	LIPC	lipase, hepatic
lys329	chr15	56626151	56626731	NM_000236	114686	LIPC	lipase, hepatic
lys330	chr15	60891500	60891767	NM_015059	164700	TLN2	talin 2
lys331	chr15	61545633	61546013				
lys332	chr15	63069061	63069405	NM_016630	0	SPG21	spastic paraplegia 21 (autosomal recessive, Mast syndrome)
lys333	chr15	63124143	63124459	NM_178859	-4906	OSTbeta	-
lys334	chr15	65963945	65964465				
lys335	chr15	68158146	68158467	NM_005078	-18843	TLE3	transducin-like enhancer of split 3 (E(sp1) homolog, Drosophila)
lys336	chr15	68696442	68696933				
lys337	chr15	70455314	70455567	NR_027262	0	C15orf34	chromosome 15 open reading frame 34
lys338	chr15	76144696	76145118	NM_015079	-11931	TBC1D2B	TBC1 domain family, member 2B
lys339	chr15	77067945	77068273	NM_153815	-16784	RASGRF1	Ras protein-specific guanine nucleotide-releasing factor 1
lys340	chr15	77073245	77073990	NM_153815	-11067	RASGRF1	Ras protein-specific guanine nucleotide-releasing factor 1
lys341	chr15	78884250	78884936	NM_018689	25485	KIAA1199	KIAA1199
lys342	chr15	82995649	82995913	NM_032856	-2612	WDR73	WD repeat domain 73
lys343	chr15	88034772	88035128	NM_020212	0	WDR93	WD repeat domain 93
lys344	chr15	88347517	88347972	NM_198526	1763	ZNF710	zinc finger protein 710
lys345	chr15	88470971	88471247				
lys346	chr15	89298862	89299276	NM_001017919	0	RCCD1	RCC1 domain containing 1
lys347	chr15	94605881	94606302				
lys348	chr15	96304516	96304998	NM_183376	0	ARRDC4	arrestin domain containing 4
lys349	chr15	98521752	98521989	NM_139057	-177717	ADAMTS17	ADAM metalloproteinase with thrombospondin type 1 motif, 17
lys350	chr15	99609563	99609956	NM_014918	0	CHSY1	chondroitin sulfate synthase 1
lys351	chr15	99797123	99797643	NM_002570	-50067	PCSK6	proprotein convertase subtilisin/kexin type 6
lys352	chr15	99974237	99974591				
lys353	chr16	395725	396072	NM_020664	3868	DECR2	2,4-dienoyl CoA reductase 2, peroxisomal
lys354	chr16	729791	730162	NM_022493	-836	NARFL	nuclear prelamin A recognition factor-like
lys355	chr16	1072214	1072538	NM_001053	3434	SSTR5	somatostatin receptor 5
lys356	chr16	1081248	1081660	NM_207419	-4585	C1QTNF8	C1q and tumor necrosis factor related protein 8
lys357	chr16	1464956	1465261	NM_001114331	0	CLCN7	chloride channel 7
lys358	chr16	1817099	1817319	NM_005326	0	HAGH	hydroxyacylglutathione hydrolase
lys359	chr16	1823074	1823514	NM_031208	5850	FAHD1	fumarylacetoacetate hydrolase domain containing 1
lys360	chr16	2138376	2138617	NM_014353	-34	RAB26	RAB26, member RAS oncogene family
lys361	chr16	2195682	2196057	NM_022372	233	MLST8	MTOR associated protein, LST8 homolog (S. cerevisiae)
lys362	chr16	2205215	2205467	NM_001042371	393	PGP	phosphoglycolate phosphatase
lys363	chr16	2510151	2510534	NM_015944	0	AMDHD2	amidohydrolase domain containing 2
lys364	chr16	4099302	4099711	NM_001116	-6476	ADCY9	adenylate cyclase 9
lys365	chr16	4653681	4654400	NM_015246	38856	MGRN1	mahogunin, ring finger 1
lys366	chr16	8988817	8989094				
lys367	chr16	10649180	10649626	NM_144674	-46677	TEKT5	tektin 5
lys368	chr16	11613739	11614157				
lys369	chr16	19460963	19461341	NM_020314	-13199	C16orf62	chromosome 16 open reading frame 62
lys370	chr16	20517650	20517926				

lys371	chr16	22124772	22125210	NM_013302	0	EEF2K	eukaryotic elongation factor-2 kinase
lys372	chr16	29999741	30000159	NM_002720	4858	PPP4C	protein phosphatase 4, catalytic subunit
lys373	chr16	31024578	31024997	NM_001122957	-2165	BCKDK	branched chain ketoacid dehydrogenase kinase
lys374	chr16	33870004	33870183				
lys375	chr16	33870280	33870497				
lys376	chr16	33870566	33870896				
lys377	chr16	33871402	33871616				
lys378	chr16	33872325	33872493				
lys379	chr16	33873058	33873144				
lys380	chr16	45473666	45474604	NM_133443	-1204	GPT2	glutamic pyruvate transaminase (alanine aminotransferase) 2
lys381	chr16	47033240	47033498				
lys382	chr16	49037133	49037382				
lys383	chr16	50989956	50990372				
lys384	chr16	51647938	51648198	NM_025134	1494	CHD9	chromodomain helicase DNA binding protein 9
lys385	chr16	52357915	52358176	NM_001080432	62541	FTO	fat mass and obesity associated
lys386	chr16	52859848	52860120	NM_024336	-17759	IRX3	iroquois homeobox 3
lys387	chr16	54214505	54214898				
lys388	chr16	57312366	57312902	NM_002080	-12845	GOT2	glutamic-oxaloacetic transaminase 2, mitochondrial (aspartate aminotransferase 2)
lys389	chr16	65756002	65756271	NM_001538	1215	HSF4	heat shock transcription factor 4
lys390	chr16	67383925	67384390	NM_004360	55231	CDH1	cadherin 1, type 1, E-cadherin (epithelial)
lys391	chr16	67384426	67384716	NM_004360	55732	CDH1	cadherin 1, type 1, E-cadherin (epithelial)
lys392	chr16	67995777	67996230	NM_005652	18404	TERF2	telomeric repeat binding factor 2
lys393	chr16	69337461	69337833	NM_018052	-54729	VAC14	Vac14 homolog (S. cerevisiae)
lys394	chr16	69338049	69338421	NM_018052	-54141	VAC14	Vac14 homolog (S. cerevisiae)
lys395	chr16	70608403	70608864	NM_001361	8261	DHODH	dihydroorotate dehydrogenase
lys396	chr16	73582860	73583376	NM_030581	6343	WDR59	WD repeat domain 59
lys397	chr16	73896618	73897128	NM_006324	-127760	CFDP1	craniofacial development protein 1
lys398	chr16	73901249	73901696	NM_006324	-123192	CFDP1	craniofacial development protein 1
lys399	chr16	76888463	76888745	NM_016373	197413	WWOX	WW domain containing oxidoreductase
lys400	chr16	80035704	80036325	NM_198390	0	CMIP	-
lys401	chr16	82534030	82534280	NM_182980	-5892	OSGIN1	oxidative stress induced growth inhibitor 1
lys402	chr16	82544082	82544504	NM_182981	0	OSGIN1	oxidative stress induced growth inhibitor 1
lys403	chr16	83006178	83006444	NM_014861	46546	ATP2C2	ATPase, Ca++ transporting, type 2C, member 2
lys404	chr16	83442376	83442772	NM_031476	31290	CRISPLD2	cysteine-rich secretory protein LCCL domain containing 2
lys405	chr16	83882605	83882955				
lys406	chr16	84144159	84144695				
lys407	chr16	86434036	86434452	NM_003486	-26149	SLC7A5	solute carrier family 7 (cationic amino acid transporter, y+ system), member 5
lys408	chr16	86438545	86439344	NM_003486	-21257	SLC7A5	solute carrier family 7 (cationic amino acid transporter, y+ system), member 5
lys409	chr16	87081840	87082345	NM_153813	34327	ZFPM1	zinc finger protein, multitype 1
lys410	chr16	87810362	87810656	NM_182531	-955	ZNF778	zinc finger protein 778
lys411	chr16	87989106	87989555	NM_013275	-94915	ANKRD11	ankyrin repeat domain 11
lys412	chr16	88281057	88281549	NM_001098533	482	CDK10	cyclin-dependent kinase 10
lys413	chr16	88431527	88431936	NM_032451	9121	SPIRE2	spire homolog 2 (Drosophila)
lys414	chr16	88512384	88512845	NM_002386	598	MC1R	melanocortin 1 receptor (alpha melanocyte stimulating hormone receptor)
lys415	chr17	198434	198677	NM_006987	-3899	RPH3AL	rabphilin 3A-like (without C2 domains)
lys416	chr17	243631	243949	NM_001013672	-16484	C17orf97	chromosome 17 open reading frame 97
lys417	chr17	632159	632505	NM_016080	0	GLOD4	glyoxalase domain containing 4
lys418	chr17	785455	785813	NM_022463	-43947	NXN	nucleoredoxin
lys419	chr17	1574543	1574825	NM_001001870	8289	C17orf91	chromosome 17 open reading frame 91
lys420	chr17	1585926	1586935	NM_000934	-5944	SERPINF2	serpin peptidase inhibitor, clade F (alpha-2 antiplasmin, pigment epithelium derived factor), member 2
lys421	chr17	1586980	1587287	NM_000934	-5592	SERPINF2	serpin peptidase inhibitor, clade F (alpha-2 antiplasmin, pigment epithelium derived factor), member 2
lys422	chr17	1796193	1796483	NM_178568	-78445	RTN4RL1	reticulon 4 receptor-like 1
lys423	chr17	1916625	1917118	NM_001098202	10273	HIC1	hypermethylated in cancer 1
lys424	chr17	3652921	3653392	NM_002208	1636	ITGAE	integrin, alpha E (antigen CD103, human mucosal lymphocyte antigen 1; alpha polypeptide)
lys425	chr17	4331376	4331752	NM_001124758	-17125	SPNS2	spinster homolog 2 (Drosophila)
lys426	chr17	4410861	4411167	NM_153338	237	GGT6	gamma-glutamyltransferase 6
lys427	chr17	7078457	7078801	NM_004422	0	DVL2	dishevelled, dsh homolog 2 (Drosophila)
lys428	chr17	7680796	7681197	NM_001080424	-2762	KDM6B	lysine (K)-specific demethylase 6B
lys429	chr17	14217153	14217700				
lys430	chr17	16269757	16270113	NM_016113	10146	TRPV2	transient receptor potential cation channel, subfamily V, member 2
lys431	chr17	16922291	16922753	NM_015134	35461	MPRIIP	myosin phosphatase Rho interacting protein
lys432	chr17	17050275	17050869	NM_178836	0	PLD6	phospholipase D family, member 6
lys433	chr17	17188826	17189182	NM_020201	41423	NT5M	5',3'-nucleotidase, mitochondrial
lys434	chr17	17382737	17383035	NM_148173	-38469	PEMT	phosphatidylethanolamine N-methyltransferase
lys435	chr17	17674684	17675092	NM_001005291	-5958	SREBF1	sterol regulatory element binding transcription factor 1
lys436	chr17	17758077	17758333	NM_001082968	-58176	TOM1L2	target of myb1-like 2 (chicken)
lys437	chr17	19382421	19382729	NM_018242	4664	SLC47A1	solute carrier family 47, member 1
lys438	chr17	19592258	19592739	NM_000691	0	ALDH3A1	aldehyde dehydrogenase 3 family, member A1
lys439	chr17	19821703	19822058	NM_007202	0	AKAP10	A kinase (PRKA) anchor protein 10
lys440	chr17	22683617	22683983	NM_134265	38386	WSB1	WD repeat and SOCS box-containing 1
lys441	chr17	23719389	23719647	NM_001083896	276	SEBOX	SEBOX homeobox
lys442	chr17	24527761	24528295	NM_203318	-3238	MYO18A	myosin XVIIIIA
lys443	chr17	28173707	28174003	NM_015194	-54012	MYO1D	myosin ID
lys444	chr17	30502242	30502473	NM_001033576	3295	UNC45B	unc-45 homolog B (C. elegans)
lys445	chr17	33110271	33110539	NM_000458	-68670	HNF1B	HNF1 homeobox B
lys446	chr17	33117520	33117998	NM_000458	-61211	HNF1B	HNF1 homeobox B
lys447	chr17	34113445	34114254	NM_005937	-1144	MLLT6	myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila); translocated to, 6
lys448	chr17	35149262	35149606	NM_001030002	1148	GRB7	growth factor receptor-bound protein 7
lys449	chr17	35482740	35483193	NM_003250	10056	THRA	thyroid hormone receptor, alpha (erythroblastic leukemia viral (v-erb-a) oncogene homolog, avian)
lys450	chr17	35510391	35511317	NM_021724	0	NR1D1	nuclear receptor subfamily 1, group D, member 1
lys451	chr17	35517975	35518299	NM_021724	7477	NR1D1	nuclear receptor subfamily 1, group D, member 1
lys452	chr17	35858431	35858893	NM_001552	5231	IGFBP4	insulin-like growth factor binding protein 4
lys453	chr17	35961569	35962130	NM_001838	-13120	CCR7	chemokine (C-C motif) receptor 7
lys454	chr17	38073700	38073909	NM_024927	-8665	PLEKHH3	pleckstrin homology domain containing, family H (with MyTH4 domain) member 3
lys455	chr17	38083811	38084322	NM_024927	1238	PLEKHH3	pleckstrin homology domain containing, family H (with MyTH4 domain) member 3

How the deposited data were processed for this re-analysis (not part of the article)

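RNA from HepG2 cells was measured on 12 Illumina HumanHT-12 arrays, 6 from cultures in high glucose (25 mM) and 6 from cultures in no glucose (0 mM in the paper, 2.7 mM in the sample labels), each after 8 h. The authors call the replicates biological; which cultures share a passage or a day is not given in the sources used here. The values deposited by the authors are linear probe intensities, quantile normalized across the arrays, for all probes. The paper's methods name limma for normalization and limma and CyberT for differential expression, with no settings and no threshold, and the submitters' processing notes name GenomeStudio 2010.1. Background correction and probe filtering are not described, and the lowest intensity of 47.2 shows that background was not subtracted. A second table holds signals and detection p-values before normalization in 24 per-sample columns whose names match no sample label; it was not used.

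The design fixed before the data were examined called for normexp background correction with detection p-values and a filter on detected probes, and named as its fallback log2 values without either where no detection p can be used. That fallback is the main setting. Probes were named through the platform annotation, with symbols updated through gene IDs: 28098 probes have 1 gene symbol, 13 have several and 20692 have none, and only the first kind was used. Each gene was taken from its probe with the highest mean over the 12 arrays, which gave 18852 genes, 6132 of them with several probes; for 67 genes, 62 of them changed, probes passed the test in opposite directions. Log2 intensities were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend, no block), with Benjamini-Hochberg adjustment and a threshold of 0.05. The precision is limited by the number of arrays, with a median SD within groups of 0.127 on the log2 scale. Tested on simulated data with 200 changed genes among 18852, limma recovered 90% of the genes with a log2 change of 0.5 and 100% of those with a change of 1, and 2.56% of its calls were false. A Cyber-T style test (prior weight 10, window of 101 genes) recovered 96% and 100%, with 4.85% false calls.

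ChREBP target genes are the 783 genes of Table S1 of the paper, which lists 1153 peaks, 903 of them with a gene symbol. They were matched by symbol (669 genes), RefSeq accession (107) or older symbol (7), and 713 were measured. Peak coordinates are those of the table, in NCBI36/hg18. Shares of changed genes were compared with Fisher's exact test and, stratified by mean expression in 20 bins, with the Mantel-Haenszel test. The running score adds 1 at a target gene and subtracts n/(N-n) at another gene, over genes ranked by limma p, and was set against 10000 random lists and 10000 lists matched on mean expression. Gene lists, 32 of them, were written from textbook knowledge before the data were examined and tested with camera with an estimated correlation, adjusted over the lists; 12 were shifted, 5 up and 7 down. Several list genes are named in the paper. Which lists the passages describe was chosen after the list results were seen.

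The genes named in the text follow a rule fixed before the data were examined: the 10 largest rises and 10 largest falls among changed genes whose groups do not overlap, likewise the 8 largest of each among the target genes, every gene the paper names for these experiments, and up to 4 changed members with the largest change in each list described. The genes shown in Fig. 7A were seen in the picture before the rule was written, and genes outside the rule are marked where they appear. Alternatives tried were log2(signal + 16), the mean of a gene's probes, the Cyber-T style test, the replicate number as a block, array weights, each array left out in turn, an adjusted p under 0.01, folds of at least 1.5 and 2, target genes with a peak within 20 kb, ranking by absolute log2 change, camera with a preset correlation of 0.01 and fry. An intensity filter (over 100 on at least 6 arrays) and normexp background correction of the deposited intensities (offset 16) were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The ChIP-seq, qRT-PCR and siRNA measurements of the paper were not analysed here.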

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

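Of the tests in this part, those of brightness, of the G6PC1 probes, of swapped labels and of the PCK1 level were chosen after the results they bear on had been seen; the others were written down before.

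In 19 of 226 groups of 6 arrays 1 array stood apart from the rest, with a gap to its nearest neighbour, as a share of the group's range, above Dixon's 95% bound; chance gives about 1 in 20. No-glucose replicate 5 had the lowest mean correlation with its group over all genes (0.9944 against 0.9950 to 0.9953, ratio 0.649), and it stood lower than the other no-glucose arrays in log2 intensity for SNAR-A1 11.71 against 12.17 to 12.39 (ratio 0.682), HMOX1 12.93 against 13.29 to 13.46 (ratio 0.678), JADE2 6.39 against 6.73 to 6.86 (ratio 0.712), GCLM 12.57 against 12.80 to 12.89 (ratio 0.720), GABARAPL1 9.44 against 9.77 to 9.92 (ratio 0.701), ULK1 10.60 against 10.98 to 11.17 (ratio 0.660) and MXD1 9.81 against 10.28 to 10.43 (ratio 0.760). In the other no-glucose arrays the genes were G6PC1 in replicate 1 (6.24 against 6.51 to 6.57, ratio 0.819), CXCL8 in replicate 6 (9.87 against 10.19 to 10.28, ratio 0.765), LRRC20 in replicate 4 (11.50 against 11.26 to 11.31, ratio 0.764) and CENPA in replicate 4 (10.54 against 10.22 to 10.34, ratio 0.638). In high glucose they were G6PC1 in replicate 1 (8.64 against 8.17 to 8.31, ratio 0.702), FOSB in replicate 5 (7.77 against 7.28 to 7.44, ratio 0.679), DGAT2 in replicate 6 (8.49 against 8.01 to 8.19, ratio 0.638), SDHAP3 in replicate 1 (7.03 against 6.83 to 6.89, ratio 0.675), MAP1LC3B in replicate 4 (10.75 against 11.02 to 11.09, ratio 0.807), NDUFB3 in replicate 2 (12.61 against 12.41 to 12.49, ratio 0.626) and MYC in replicate 1 (12.52 against 12.60 to 12.65, ratio 0.656). The changes of these genes other than SDHAP3 passed the test without any single array.

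Groups of genes for which the paper reports no array result as a group were shifted between the conditions, by camera's test against all other genes. Those that passed the single-gene test were 32 of 37 genes of the amino acid and stress response, 14 of 21 of the unfolded protein response, 11 of 14 aminoacyl-tRNA synthetase genes (9 lower, 2 higher), 19 of 26 immediate early genes (18 lower, 1 higher), 10 of 16 of the oxidative stress response, 12 of 15 hypoxia genes, 14 of 27 lysosome and autophagy genes, 29 of 30 G2/M genes, 24 of 31 DNA replication genes (23 higher, 1 lower), 16 of 20 cholesterol synthesis genes and 10 of 26 oxidative phosphorylation genes. In each of the other groups all of them went in one direction. Some genes are in several of these lists, such as VEGFA and ATF3.

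Other splits of the 12 arrays do not give results of this size. Of 100 splits drawn from 462, 1, the real one, reached each of the following values: 5644 changed genes (highest other 1), 343 changed target genes (highest other 0), a running score of 151 (highest other 117), 12 shifted gene lists (highest other 0) and 21 target genes changed at least 2-fold (highest other 0). A share of 1 in 100 is the smallest these splits can give, so chance in the grouping is unlikely but not excluded. Mixed splits carry the glucose response inside both groups, which widens their spread, so their counts near 0 are no measure of chance among like cultures. The counts of target genes follow from the count of all changed genes and do not test whether target genes change more often than others. Nor do the splits test the share of changed target genes, 18.9 percentage points above that of other genes (highest other 0), because a split that calls no gene can only give 0.

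The ChREBP target genes stand near the top of the ranking by p, and their greater brightness on the array is a technical candidate. Lists matched on mean expression had a mean score of 111, so brightness goes with most of the score of 151, but only 2 of 10000 reached it (permutation p = 3.0e-04), which argues against brightness as the whole cause. The margin depends on the setting: with the mean of a gene's probes the permutation p against matched lists was 0.018. The drawn lists also treat genes as independent, so both p-values are approximate. If binding close to a gene acts on the gene, peaks at a small distance in Table S1, which does not define it, should go with more frequent change: the odds ratio was 1.25 (Mantel-Haenszel chi-square test, n = 713 genes, p = 0.25), too imprecise to decide. Whether the rest of the score comes from ChREBP, from open chromatin in which both binding and glucose response occur, or from the nearest-gene assignment stays open, since cultures without ChREBP were not analysed here.

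Falls made up 45.8% of the changed target genes, and these could belong to the stress, unfolded protein, oxidative stress and immediate early responses that fell in any case. Without the members of those lists the share of falls was 44.1%, a drop of 1.63 percentage points, but the lists hold only 12 target genes and could have lowered it by 1.94 points at the most, so this decides nothing. Of the falls 147 are of genes outside the lists, which do not hold every gene of these responses, and of the 13 target genes that fell at least 2-fold 7 are in the lists. Bound members of the lists had a median log2 change of -1.22 and other members one of -0.60, a difference of -0.62 (two-sided permutation test, p = 0.069), which leaves open whether bound members fall further. A response to the difference in glucose is the biological explanation the design offers. Without arrays from the start of the treatment, a fall in high glucose cannot be told from a rise in no glucose. The falls may thus be no repression at all, and the arrays do not tell direct from indirect repression.

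G6PC1 rose on the arrays while PCK1 showed no change, a pattern for which a misdirected probe, swapped labels and the array's background were weighed. Both G6PC1 probes rose, the lesser by 1.55 on the log2 scale, which argues against a single probe that reads another transcript. Of the 12 genes of the paper's qRT-PCR panels 8 changed in the panels' direction, 1, G6PC1 itself, changed against it and 3 (SREBF1, PDK2 and PCK1) were not changed (exact binomial test of 8 against 1, p = 0.039). These directions argue against swapped labels. The p is no measure of how strongly, since the test treats as independent genes that swapped labels would turn together. The paper also selected these genes to check its array results. The PCK1 probe had a mean log2 level of 6.47 with a median of 6.50 over all probes, so a fall of PCK1 may be hidden by the background; a rise need not be, as G6PC1 rose from a like level. A difference between the cultures used for arrays and for qRT-PCR was not tested.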

How the results depend on the processing

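The intensity filter and the normexp background were chosen after the data were seen; the other alternatives were set before. Under log2(signal + 16), the mean of a gene's probes, the Cyber-T style test, array weights, the intensity filter and normexp, the counts of changed genes and changed target genes stayed within 1.5 times of 5644 and 343, and the target genes' odds ratio and running score kept their direction and passed the test, the score above matched lists with a permutation p of 0.018 at the most (mean of probes). With the intensity filter, however, the odds ratio was 1.46 instead of 2.25 and the score 65.0 instead of 151. No sign of pairing by replicate number was found: the correlations of same-numbered arrays, as deviations from their group means, were -0.05 to 0.02. None of 6 was over 0.1, and 1 of the 12 arrays correlated best with its own number. These values cannot exclude a pairing. With the replicate block 5577 genes and 343 target genes were called, and 6 lists instead of 12 were shifted; the others were immediate early genes, oxidative stress, lysosome and autophagy, cholesterol synthesis, fatty acid synthesis and oxidative phosphorylation (adjusted p = 0.052 to 0.093). Fry, which does not compare a list with other genes, called 25 lists in one direction and 32 in either, and a preset correlation 14.

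With a fold of at least 1.5 the changed genes were 1072 (512 higher, 560 lower) and the changed target genes 85 (41 higher, 44 lower); with a fold of at least 2 they were 227 (69 higher, 158 lower) and 21 (8 higher, 13 lower), by construction. Target genes with a peak within 20 kb, a smaller set, had 103 falls. The odds ratio of rises against falls, which never passed the test, was 0.944 and turned to 1.02 and 1.46 with folds of at least 1.5 and 2 and to 1.10 within 20 kb; the cause was not tested.

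With each array left out in turn the changed genes numbered 5337 to 5559, the target genes 325 to 340, the shifted lists 12 to 13 and the score 140 to 150. Of single genes and lists, for which the array whose loss gave the largest p was kept, no changed gene or shifted list turned its direction. Those that turned had not passed the test: GAPDH -0.036 (mean of probes), SDHAP3 0.013 (array weights) and 0.0019 (leave-one-out), gluconeogenesis 0.022 (leave-one-out), and cell motility and matrix -0.0038 (mean of probes), -0.0012 (array weights) and -0.066 (intensity filter). PCK1, not changed, also turned without high-glucose replicate 5 or no-glucose replicate 3 or 4. MID1IP1 passed the test without high-glucose replicate 1 or no-glucose replicate 1, 3 or 5, because its other probe was then the brighter one. The early glucose response list, which holds MID1IP1, passed without these arrays, without no-glucose replicate 6, with array weights and with the mean of probes (adjusted p = 0.024). Signal over background is a further limit: 37.6% of genes had a mean intensity under 100, where any change in RNA is understated.

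Not run were median scaling after normexp, an offset of 50, a detection filter, and the slide as a block, for which the values used here hold no detection p or slide; camera was not run with the Cyber-T style test. Starting from the deposited table without a filter is the setting used throughout.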

Differences from the paper's values

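The paper states no threshold for its counts, so the counts are set beside counts at an adjusted p under 0.05. The paper gives 1822 changed genes, and 5644 were found here. No alternative came within 1.5 times of the paper's number: the nearest were 1072 genes with a fold of at least 1.5 and 4460 with an adjusted p under 0.01.

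The paper gives 109 changed target genes, 51 higher and 58 lower, and 343, 186 and 157 were found here. With a fold of at least 1.5 added, an alternative set before the data were examined, the numbers were 85, 41 and 44, within 1.5 times of the paper's, and no other alternative brought all of them that close. With that fold the share of rises was 48.2%, beside the paper's 47%.

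The highest running score is about 90 in Fig. 7B, read by eye, and 151 here; with the mean of the probes (132) and with target genes within 20 kb (110) it was within 1.5 times of the paper's, as with the intensity filter (65.0), which was chosen after the data were seen and drops 2 of the 120 measured genes named in Fig. 7A.

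For the genes the paper measured by qRT-PCR, the array folds (high glucose over no glucose) differ from the paper's as follows; the paper's values are from another assay and triplicate samples, and the array folds carry background. SREBF1 is 7 in the paper's text, for SREBP-1c, and 0.944 on the arrays, for the brightest probe of the gene. Which of SREBP-1a and SREBP-1c that probe reads was not determined, so these values need not be of the same transcript. PCK1 is 0.4 in the paper's text and 0.982 here, and G6PC1 is 0.5 in the paper's text and 3.48 here. TXNIP is about 22 in Fig. 7C, read by eye, and 7.57 here. DGAT2 is about 4.1 in Fig. 7C, read by eye, and 1.67 here. PDK2 is about 1.7 in Fig. 7C, read by eye, and 0.923 here. SCD is about 2.7 in Fig. 7C, read by eye, and 1.27 here. GPD1 is about 2.6 in Fig. 7C, read by eye, and 1.61 here. SLC6A9 is about 0.19 in Fig. 7D, read by eye, and 0.507 here. None of the alternatives set before the data were examined brought any of these within 1.5 times; with the normexp background, chosen after the data were seen, GPD1 was 1.96, and the other folds still differed. PKLR, INHBE and TRIB3 do not differ by this rule, at 1.55, 0.198 and 0.377 here.

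The legend of Fig. 7A describes changes above 2-fold. Of 78 gene names read by eye from its part with rises, 72 were measured here, all 72 rose in value, 70 passed the test and 7 rose at least 2-fold. Of 51 names in its part with falls, 48 were measured, all 48 fell in value, 44 passed the test and 12 fell at least 2-fold. The legend calls these genes a sample, which allows fewer falls than the 58 of the paper's text. The names read with rises are more than its 51 rises, so by this reading by eye the figure does not show only the genes counted in the text. The paper states that the gluconeogenic genes of PEPCK and glucose-6-phosphatase are repressed by glucose, and on the arrays G6PC1 rose and PCK1 did not change detectably (-0.03, adjusted p = 0.88). The paper finds its target genes gathered toward the top of the list ranked by significance of change. By a Kolmogorov-Smirnov test (n = 713 target genes and n = 18139 other genes), which treats genes as independent, p was 3.2e-27 here. It was between 2.0e-27 and 9.5e-21 with the alternatives set before the data were examined that rank the genes anew, and 4.1e-06 with the intensity filter. The paper states that most binding sites matter for the glucose response; here 343 of 713 target genes (48.1%) were changed, beside 29.2% of the other genes, and these are shares of genes, not of binding sites.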

Other observations

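Genes in this part were named after their values were seen, and all tests are those set before the data were examined. The enzymes that add and remove O-linked N-acetylglucosamine, a sugar mark made from glucose, moved in opposite directions in high glucose: OGT, the transferase, had a log2 change of -1.28 (adjusted p = 3.7e-13 from limma) and OGA, the hydrolase, one of 1.38 (adjusted p = 1.4e-15 from limma). GFPT1, the gene of the entry enzyme of the hexosamine pathway, fell by 0.95 on the log2 scale. In the whole list of hexosamine and glycosylation genes 5 of 21 rose and 5 fell (5 and 5 when adjusted over the list alone; camera, adjusted p = 0.98). KHK, the gene of ketohexokinase, rose by 1.02 on the log2 scale, while GYS1, the gene of muscle-type glycogen synthase, fell by 0.58; in the glycogen and fructose list 3 of 14 rose and 3 fell (3 and 3 when adjusted over the list alone; camera, adjusted p = 0.98).

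The p53 target genes split: ZMAT3 rose by 1.25 and SESN1 by 0.82 on the log2 scale, while MDM2 fell by 1.01 and GDF15 by 0.92, and in the list 6 of 12 rose and 4 fell (6 and 5 when adjusted over the list alone; camera, adjusted p = 0.61). Among genes of fatty acid oxidation and ketone bodies BDH1 (0.78), EHHADH (0.70) and SLC25A20 (0.69) rose and ANGPTL4 (-0.93) fell, and 7 of 21 rose and 2 fell (8 and 3 when adjusted over the list alone; camera, adjusted p = 0.26). In the circadian list RORA fell by 1.57 and NFIL3 by 1.01, and 3 of 18 rose and 5 fell (3 and 5 when adjusted over the list alone; camera, adjusted p = 0.13). FOXA3 fell by 1.18 and RXRA, a ChREBP target, rose by 0.75; of the liver transcription factors 4 of 14 rose and 2 fell (4 and 3 when adjusted over the list alone; camera, adjusted p = 0.99), with a median of 0.02 and a mean of -0.02. Haptoglobin (HP) rose by 0.89, and of the hepatocyte secreted proteins 8 of 31 rose and 3 fell (11 and 4 when adjusted over the list alone; camera, adjusted p = 0.48).

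In the early glucose response list, with TXNIP and ARRDC4, 5 of 9 rose and 1 fell (6 and 2 when adjusted over the list alone; camera, adjusted p = 0.055), with a median log2 change of 0.20 and a mean of 0.63. In the citrate cycle 4 of 22 rose and 2 fell (4 and 1 when adjusted over the list alone; camera, adjusted p = 0.54), in the pentose phosphate pathway 1 of 7 rose and 3 fell (1 and 3 when adjusted over the list alone; camera, adjusted p = 0.45) and among genes of cell motility and matrix 5 of 24 rose and 5 fell (5 and 5 when adjusted over the list alone; camera, adjusted p = 0.64), with a median of 0.00 and a mean of -0.16. Of the ribosomal protein genes 0 of 32 rose and 2 fell (0 and 2 when adjusted over the list alone; camera, adjusted p = 0.61). Among genes commonly used as references 2 of 13 rose and 1 fell, also when adjusted over the list alone (camera, adjusted p = 0.65). PPIA, the gene of cyclophilin A, had a log2 change of 0.13 (adjusted p = 0.39 from limma). That value rests on 1 probe with an intensity of 244 in high and 221 in no glucose, beside 23800 and 22867 for GAPDH. Of fibroblast markers 1 of 12 rose and 1 fell (0 and 1 when adjusted over the list alone; camera, adjusted p = 0.64), of blood and endothelial markers 3 of 12 rose and 1 fell (3 and 1 when adjusted over the list alone; camera, adjusted p = 0.75) and of markers of kidney and cervix lines 1 of 10 rose and 1 fell (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.82).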
